# Genome-wide expression profiling of the response to short-term exposure to fluconazole in *Cryptococcus neoformans *serotype A

**DOI:** 10.1186/1471-2180-11-97

**Published:** 2011-05-11

**Authors:** Ada Rita Florio, Selene Ferrari, Elena De Carolis, Riccardo Torelli, Giovanni Fadda, Maurizio Sanguinetti, Dominique Sanglard, Brunella Posteraro

## Abstract

**Background:**

Fluconazole (FLC), a triazole antifungal drug, is widely used for the maintenance therapy of cryptococcal meningoencephalitis, the most common opportunistic infection in AIDS patients. In this study, we examined changes in the gene expression profile of the *C. neoformans *reference strain H99 (serotype A) following FLC treatment in order to investigate the adaptive cellular responses to drug stress.

**Results:**

Simultaneous analysis of over 6823 transcripts revealed that 476 genes were responsive to FLC. As expected up-regulation of genes involved in ergosterol biosynthesis was observed, including the azole target gene *ERG11 *and *ERG13*, *ERG1*, *ERG7*, *ERG25*, *ERG2*, *ERG3 *and *ERG5*. In addition, *SRE1 *which is a gene encoding a well-known regulator of sterol homeostasis in *C. neoformans *was up-regulated. Several other genes such as those involved in a variety of important cellular processes (i.e. lipid and fatty acid metabolism, cell wall maintenance, stress and virulence) were found to be up-regulated in response to FLC treatment. Conversely, expression of *AFR1*, the major transporter of azoles in *C. neoformans*, was not regulated by FLC.

**Conclusions:**

Short-term exposure of *C. neoformans *to FLC resulted in a complex altered gene expression profile. Some of the observed changes could represent specific adaptive responses to the antifungal agent in this pathogenic yeast.

## Background

*Cryptococcus neoformans *is a basidiomycetous fungal pathogen that causes meningoencephalitis in predominantly immunocompromised hosts [1,2], that is the most devastating manifestation of cryptococcal disease and is fatal unless treated [3]. Cryptococcosis appears to be a significant opportunistic infection in solid-organ transplant recipients, with a prevalence rate ranging from 0.26% to 5% and overall mortality of 42% [4]. Notably, cryptococcal meningitis was reported to occur in 46% of patients from an Indian HIV-positive cohort [5]. Although the introduction of highly active antiretroviral therapy has led to a decrease in the number of cryptococcal infections in AIDS patients in most developed countries, this is not the case in developing countries where the incidence of HIV/AIDS and cryptococcal meningitis continue to rise [6]. As fluconazole (FLC) became increasingly used due to the need for life-long maintenance therapy in HIV/AIDS patients, FLC resistance was hence detected at relatively high frequency in *C. neoformans *clinical isolates from India, Africa and Cambodia [7-9].

Increased FLC resistance *in vitro *was shown to be predictive of treatment failures and infection relapses [10]. Recently, the mechanism underlying the heteroresistance to FLC was elucidated [11], that is an adaptive mode of azole resistance previously associated with FLC therapy failure cases [12]. This mechanism is based on duplications of multiple chromosomes in response to drug pressure [13]. Interestingly, Sionov et al. [13] observed that the number of disomic chromosomes positively correlated with the duration of exposure to FLC, whereas the duplication of chromosome 1 was closely associated with two genes, *ERG11*, the target of FLC [14], and *AFR1*, the major transporter of azoles in *C. neoformans *[11,15]. Such genomic plasticity enables cells to cope with drug stress and was observed in *C. neoformans *strains of both serotypes, A (*C. neoformans *var. *grubii*) and D (*C. neoformans *var. *neoformans*) [13].

The recent sequencing of the *C. neoformans *genome [16] has stimulated the development of *C. neoformans*-specific microarrays that made possible to address hypotheses about global responses to overcome stresses during growth in the human host [17,18]. Regardless of the source (i.e. host-derived or antifungal drugs), toxic compounds exert constant selective pressure on the fungus that responds by developing mechanisms necessary for survival [19].

With the aim to identify genes required for adaptive growth in the presence of sub-inhibitory concentrations of FLC, we investigated here the transient response of *C. neoformans *to FLC by analyzing differences in gene expression prior and after FLC exposure of strain H99, a reference strain of serotype A. Thus, genome-wide transcriptional profiling of over 6823 *C. neoformans *genes identified 476 genes with significant expression changes. Apart from genes involved in ergosterol biosynthesis (e.g. *ERG11*), genes involved in other important cellular functions, such as those encoding the sterol homeostasis regulator Sre1 [20] or phospholipase B1 (Plb1) [21], were shown to be induced by FLC treatment. In addition, *AFR1 *was not found FLC-responsive, suggesting indirectly that this gene is responsible for long-term FLC adaptation in *C. neoformans*.

## Methods

### Strain, growth conditions and RNA isolation

*C. neoformans *var. *grubii *serotype A strain (H99) was obtained from David S. Perlin [22], kept as 20% glycerol stock at -80°C and sub-cultured, as required, on YEPD (1% yeast extract, 2% peptone, 2% glucose) agar plates at 30°C. For RNA isolation independent overnight cultures were diluted 1:100 in liquid YEPD and grown at 30°C or 37°C with agitation for 3 h to reach a density of 3 × 10^7 ^CFU/ml. At this point cultures were equally divided into two aliquots to which either FLC at a concentration of 10 mg/l or distilled water was added, followed by incubation at 30°C or 37°C for 90 min. After this treatment, cultures were centrifuged at 4°C and 5500 × *g *and total RNA was extracted as previously described [23].

### Microarray design and preparation

*C. neoformans *H99 microarrays were designed following the Agilent Array Design guidelines (Earray platform) by first creating two separate sets of 60-base nucleotide probes for each of 6967 open reading frame (ORF) sequences as downloaded from the Broad Institute website http://www.broadinstitute.org/annotation/genome/cryptococcusneoformans/MultiHome.html. The probe selection was performed using the GE Probe Design Tool; probes were filtered following their base composition and distribution, cross-hybridization potential, and melting temperature, to yield final duplicate probes representing 6823 ORFs to cover 97.9% of the whole *C. neoformans *H99 genome. 

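The array files list 13632 different probes of 60 bases for 6823 genes. 6809 genes carry 2 different probes and the other 14 carry 1. Each probe comes with the locus tag of its gene, a product description and the chromosome, start and end of the gene. The files do not name the genome build of these coordinates, so the coordinates given for single genes are those of the array files.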

*C. neoformans *custom arrays were manufactured in the 8 × 15k format by Agilent Technologies (Santa Clara, CA, USA). 

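Each array file of this study holds 15738 spots, of which 15202 carry gene probes and the rest are controls. The 6 arrays analysed here lie on 1 slide.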

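In the array files, 13475 gene probes are spotted once per array and 157 are spotted 11 times. The repeated spots give the scatter of a measurement within an array.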

For quality control and normalization purposes, 157 probes were selected randomly and spotted 10 times throughout each array. Standard controls (Agilent Technologies) were also included.

### cRNA synthesis, labeling and hybridization

RNA sample preparation was performed on three biological triplicates of H99 cells grown at 30°C, as described above. Prior to the labeling/amplification step, purity and integrity of the RNA samples were determined using Agilent RNA 6000 Nano LabChip kit on the Agilent 2100 bioanalyzer (Agilent Technologies). Agilent's One-Color Quick Amp Labeling kit (Agilent Technologies) was used to generate fluorescently labeled cRNA probes according to the manufacturer's instructions. The method uses T7 RNA polymerase, which simultaneously amplifies target material and incorporates cyanine 3-labeled CTP. The labeled cRNAs were purified with the RNeasy Mini kit (Qiagen, Hilden, Germany) and quantified using NanoDrop ND-1000 UV-VIS spectrophotometer. Aliquots (600 ng) of Cy3-labeled cRNAs were fragmented and hybridized for 17 h at 65°C to each array using the Gene Expression Hybridization kit (Agilent Technologies) and according to the manufacturer's instructions.

### Microarray imaging and data analysis

Slides were washed and processed according to the Agilent 60-mer Oligo Microarray Processing protocol and scanned on a Agilent microarray scanner G2565BA (Agilent Technologies). Data were extracted from the images with Feature Extraction (FE) software (Agilent Technologies). FE software flags outlier features, and detects and removes spatial gradients and local backgrounds. Data were normalized using a combined rank consistency filtering with LOWESS intensity normalization. The gene expression values obtained from FE software were imported into GeneSpring 10.0.2 software (Agilent Technologies) for pre-processing and data analysis. For inter-array comparisons, a linear scaling of the data was performed using the 75th percentile signal value of all of non-control probes on the microarray to normalize one-colour signal values. Probe sets with a signal intensity value below the 20th percentile were considered as absent and discarded from subsequent analysis. The expression of each gene was normalized by its median expression across all samples. Genes were included in the final data set if their expression changed by at least twofold between strain H99 FLC-exposed or -not exposed (control sample) in at least two independent experiments, together with a *P*-value cut-off of < 0.05 (by one-way analysis of variance [ANOVA] corrected). Genes listed in Table 1 were categorized by reported or putative functions by the BROAD Institute database with NCBI blastP http://www.ncbi.nlm.nih.gov/BLAST/ editing, and also by the Uniprot http://www.uniprot.org/ and *Saccharomyces *genome http://www.yeastgenome.org/cgi-bin/blast-sgd.pl databases. As indicated in Table 1, each *S. cerevisiae *gene name was assigned by blastP search with the *C. neoformans *H99 gene sequence (*e*-value cutoff: e^-6^) according to Kim et al. [24]. Gene Ontology (GO) term analysis was carried to help categorize a list of genes into functional groups. The whole microarray data have been deposited in National Center for Biotechnology Information's Gene Expression Omnibus [25] and are accessible through GEO Series accession number GSE24927.

**Table 1:** Changes in the gene expression of *C. neoformans *H99 cells exposed to FLC

BROAD ID (CNAG_*****)	*C. n*. gene name	*S. c*. gene name	Description	Fold change
Ergosterol biosynthesis				
04804	*SRE1*		Sterol regulatory element-binding protein 1	+ 4.04
01737		*ERG25*	C-4 methyl sterol oxidase	+ 3.95
00854		*ERG2*	C-8 sterol isomerase	+ 3.47
02896		*ERG13*	Hydroxymethylglutaryl-CoA synthase	+ 3.03
06644		*ERG5*	C-22 sterol desaturase	+ 2.50
00040	*ERG11*	*ERG11*	Lanosterol 14 alpha-demethylase	+ 2.47
06829		*ERG1*	Squalene monooxygenase	+ 2.37
00519		*ERG3*	C-5 sterol desaturase	+ 2.21
01129		*ERG7*	Lanosterol synthase	+ 2.09
				
Transport				
04632		*FUR4*	Uracil permease	+ 5.87
07448		*DUR3*	Urea transporter	+ 4.78
04758		*MEP2*/*AMP2*	Ammonium transporter	+ 3.78
06652		*DAL5*	Allantoate permease	+ 2.83
01742		*AQY1*	Water channel	+ 2.73
07902		*CAN1*	Amino acid transporter	+ 2.52
01960		*YMR279C*	Efflux protein EncT	+ 2.47
06338		*PDR15*	ABC transporter PMR5	+ 2.37
04898		*ATR1*	MFS transporter	+ 2.37
00284		*YOR378W*	Efflux protein EncT	+ 2.36
00097		*ITR1*	ITR1	+ 2.26
00895		*ZRT1*	Low-affinity zinc ion transporter	+ 2.20
04210		*MPH2*	Sugar transporter	+ 2.15
04617		*OPT2*	Small oligopeptide transporter	+ 2.11
05592		*PMR1*	Calcium-transporting ATPase	+ 2.06
01059		*YBR241C*	Vacuolar membrane protein	+ 2.02
00904		*AZR1*	Aflatoxin efflux pump AFLT	- 2.10
01769		*AGC1*	Mitochondrial inner membrane protein	- 2.16
04142		*FEN2*	Tartrate transporter	- 2.17
04567		*TPO2*	Drug transporter	- 2.22
05387		*HXT5*	Galactose transporter	- 2.28
02355		*YEA4*	UDP-N-acetylglucosamine transporter	- 2.30
05994		*FLR1*	Multidrug transporter	- 2.35
02733		*STL1*	Hexose transport-related protein	- 2.46
03794		*YBR287W*	Endoplasmic reticulum protein	- 2.58
00815		*SIT1*	Siderochrome-iron (Ferrioxamine) uptake transporter	- 2.92
01354		*TNA1*	Transporter	- 3.39
02104	*SFH5*	*SFH5*	Phosphatidylinositol transfer protein SFH5	- 4.54
07695		*UGA4*	Gamma-aminobutyric acid transporter	- 5.16
00749		*YIL166C*	Transporter	- 5.65
02083		*ARN2*	Siderochrome-iron transporter	- 9.48
				
Cell wall maintenance				
02217		*CHS7*	Chitin synthase 7	+ 3.62
06336		*BGL2*	Glucan 1,3 beta-glucosidase protein	+ 2.61
03326		*CHS2*	Chitin synthase 2, CHS2	+ 2.20
01239	*CDA3*	*CDA2*	Chitin deacetylase	- 4.35
				
Capsule biosynthesis				
03644	*CAS3*		CAS3p	+ 12.16
01489	*CAS9*	*YJL218W*	Putative O-acetyl transferase	- 3.84
				
Lipid and fatty acid metabolism				
06085	*PLB1*	*PLB1*	Phospholipase B	+ 2.18
06623	*MIOX*		Myo-inositol oxygenase	+ 2.12
03128		*ECM38*	Lincomycin-condensing protein lmbA	- 2.01
00424		*PCT1*	Choline-phosphate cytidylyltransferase	- 2.02
05042		*CAT2*	Carnitine acetyltransferase	- 2.10
02000		*FOX2*	Short-chain dehydrogenase	- 2.95
00834		*PSD2*	Phosphatidylserine decarboxylase	- 3.10
02968	*PLC2*		Phospholipase C-2	- 4.11
				
Cell stress				
03400		*GRE2*	Oxidoreductase	+ 3.54
05256		*CTA1*	Catalase 2	+ 2.81
02440		*HSC82*	Cation-transporting ATPase	+ 2.54
01750	*HSP70*	*SSA1*	Heat shock protein 70	+ 2.48
06917	*TSA3*	*PRX1*	Thiol-specific antioxidant protein 3	+ 2.09
03185		*LOT6*	Low temperature-responsive protein	+ 2.05
04622		*SNG1*	Response to drug-related protein	- 2.17
00575		*CTT1*	Catalase	- 2.21
01464	*FHB1*	*YHB1*	Flavo-haemoglobin	- 2.32
				
Amino acid metabolism				
02284		*PDA1*	Branched-chain alpha-keto acid dehydrogenase E1-alpha subunit	+ 2.42
04862		*GLT1*	Glutamate synthase (NADH)	+ 2.39
04017		*MXR2*	Protein-methionine-R-oxide reductase	+ 2.32
01231		*CAR1*	Arginase	+ 2.27
03828		*ARO8*	Aromatic amino acid aminotransferase I	+ 2.26
06540		*ILV3*	Dihydroxy-acid dehydratase	+ 2.18
00247		*LYS9*	Saccharopine dehydrogenase (NADP+, L-glutamate-forming)	+ 2.02
02270		*MET2*	Homoserine O-acetyltransferase	- 2.11
01076		*UGA1*	4-aminobutyrate transaminase	- 2.18
00237		*LEU1*	3-isopropylmalate dehydratase	- 2.27
01264		*LYS12*	Isocitrate dehydrogenase	- 2.31
00879		*GDH2*	Glutamate dehydrogenase	- 2.33
04467		*UGA2*	Succinate-semialdehyde dehydrogenase (NAD(P)+)	- 2.83
02851		*GLY1*	Threonine aldolase	- 3.04
02049		*PUT1*	Proline dehydrogenase	- 5.74
05602		*PUT2*	1-pyrroline-5-carboxylate dehydrogenase	- 6.65
				
Carbohydrate metabolism				
06374		*MAE1*	Malic enzyme	+ 6.04
02225	*CELC*	*EXG1*	Cellulase	+ 3.99
02552		*TKL1*	Transketolase	+ 3.28
04025		*TAL1*	Transaldolase	+ 3.00
00696		*AMS1*	Alpha-mannosidase	+ 2.52
05913		*MAL12*	Alpha-glucosidase	+ 2.34
05113		*ALD4*	Aldehyde dehydrogenase (ALDDH)	+ 2.11
05264		*YJL216C*	Alpha-amylase AmyA	+ 2.08
03946		*GAL1*	Galactokinase	- 2.16
07752	*GLF*		UDP-galactopyranose mutase	- 2.23
04659		*PDC1*	Pyruvate decarboxylase	- 2.33
06924		*SUC2*	Beta-fructofuranosidase	- 2.57
00269		*SOR1*	Sorbitol dehydrogenase	- 2.62
00393	*GLC3*	*GLC3*	1,4-alpha-glucan-branching enzyme	- 2.93
07745	*MPD1*	*ADH3*	Mannitol-1-phosphate dehydrogenase	- 3.54
04217		*PCK1*	Phosphoenolpyruvate carboxykinase	- 8.67
04621		*GSY1*	Glycogen (Starch) synthase	- 11.00
04523		*TDH3*	Glyceraldehyde-3-phosphate dehydrogenase	- 11.45
				
Protein biosynthesis, modification, transport, and degradation				
02389		*YPK1*	AGC-group protein kinase	+ 3.04
02531		*FUS3*	Mitogen-activated protein kinase CPK1	+ 2.91
03176		*ERO1*	Endoplasmic oxidoreductin 1	+ 2.36
05932	*CPR6*	*CPR6*	Peptidyl-prolyl cis-trans isomerase D	+ 2.35
01861		*NAS6*	Proteolysis and peptidolysis-related protein	+ 2.35
04635		*PEP4*	Endopeptidase	+ 2.31
06872		*YKL215C*	5-oxoprolinase	+ 2.27
05005	*ATG1*	*ATG1*	Serine/threonine-protein kinase ATG1	+ 2.20
00919		*KEX1*	Carboxypeptidase D	+ 2.13
04625		*PRB1*	Serine-type endopeptidase	- 2.01
00130		*RCK2*	Serine/threonine-protein kinase	- 2.12
04108		*PKP1*	Kinase	- 2.17
02327		*YFR006W*	Prolidase	- 2.28
02418		*DED81*	Asparagine-tRNA ligase	- 2.40
03563		*DPS1*	Aspartate-tRNA ligase	- 2.50
04275		*OMA1*	Metalloendopeptidase	- 2.50
02006		*NTA1*	Protein N-terminal asparagine amidohydrolase	- 2.75
03949		*PHO13*	4-nitrophenylphosphatase	- 3.32
				
TCA cycle				
03596		*KGD2*	2-oxoglutarate metabolism-related protein	- 2.02
03920		*IDP1*	Isocitrate dehydrogenase (NADP+)	- 2.06
03674		*KGD1*	Oxoglutarate dehydrogenase (Succinyl-transferring)	- 2.52
00747		*LSC2*	Succinate-CoA ligase (ADP-forming)	- 2.70
07363		*IDH2*	Isocitrate dehydrogenase	- 2.80
01137		*ACO1*	Aconitase	- 2.99
07851		*IDH1*	Isocitrate dehydrogenase (NAD+), putative	- 3.80
				
Glycerol metabolism				
06132		*RHR2*	Glycerol-1-phosphatase	+ 2.31
02815		*GUT2*	Glycerol-3-phosphate dehydrogenase	- 2.00
				
Nucleotide metabolism				
05545		*HNT2*	Nucleoside-triphosphatase	+ 2.25
03078		*NPP1*	Type I phosphodiesterase/nucleotide pyrophosphatase family protein	+ 2.08
06489		*ADO1*	Adenosine kinase	- 2.08
00613		*FCY1*	Cytosine deaminase	- 2.69
				
Thiamin metabolism				
03592		*THI20*	Phosphomethylpyrimidine kinase	- 2.51
				
Alcohol metabolism				
05258	*SMG1*		Glucose-methanol-choline (GMC) oxidoreductase	+ 6.67
05024		*SPS19*	L-xylulose reductase	+ 2.53
06168	*GNO1*	*SFA1*	GSNO reductase	- 2.02
				
Carbon utilization				
05144	*CAN2*	*NCE103*	Carbonic anhydrase 2	- 3.18
				
Cell cycle control				
03385		*PCL1*	G1/s-specific cyclin pcl1 (Cyclin hcs26)	+ 2.37
02604		*HOP1*	Putative uncharacterized protein	+ 2.19
00995		*MSC1*	Meiotic recombination-related protein	- 3.63
				
Chromatin and chromosome structures				
02115		*NHP6B*	Nonhistone protein 6	- 2.47
				
Transcription				
01841		*GLN3*	Predicted protein	+ 5.72
02990		*YOR052C*	Nucleus protein	+ 2.16
04594		*UGA3*	PRO1 protein	- 2.01
05290		*SPT3*	Transcription cofactor	- 2.01
06495		*RNH70*	Ribonuclease H	- 2.06
05333		*PUT3*	Putative uncharacterized protein	- 2.14
02338		*GIS2*	DNA-binding protein hexbp	- 2.47
05479		*ASG1*	Putative uncharacterized protein	- 3.57
				
Signal transduction				
03316		*RDI1*	Rho GDP-dissociation inhibitor 1	+ 2.07
00363	*HHK5*	*SLN1*	CnHHK5 protein	- 2.44
01262	*GPB1*	*STE4*	G-protein beta subunit GPB1	- 2.55
Oxidoreduction				
04652		*YLR460C*	Enoyl reductase	+ 2.63
06035		*ADH1*	Alcohol dehydrogenase	+ 2.41
00605		*ZTA1*	Cytoplasm protein	+ 2.20
00038		*SOR2*	Alcohol dehydrogenase	+ 2.13
01954		*YPR127W*	Aldo/keto reductase	+ 2.09
02958		*FET5*	Ferroxidase	+ 2.06
02935		*YMR226C*	Oxidoreductase	- 2.01
01558		*XYL2*	Zinc-binding dehydrogenase	- 2.28
00876		*FRE7*	Ferric-chelate reductase	- 2.49
03168		*MET10*	Sulfite reductase (NADPH)	- 2.55
07862		*YEL047C*	Fumarate reductase (NADH)	- 2.58
03498		*FRE2*	Metalloreductase	- 2.85
03874		*AIF1*	Oxidoreductase	- 2.89
				
Other				
00331		*YMR210W*	Anon-23da protein	+ 3.43
04934	*TAR1*		Temperature associated repressor	+ 2.37
05678		*ADY2*	Membrane protein	+ 2.28
00818		*AGE2*	AGD15	+ 2.23
04867		*YJR054W*	Vacuole protein	+ 2.22
06574	*APP1*		Antiphagocytic protein 1	+ 2.21
06482		*AMD2*	Amidase	+ 2.20
01252		*TUM1*	Thiosulfate sulfurtransferase	- 2.05
03452		*AFG1*	AFG1 family mitochondrial ATPase	- 2.16
05831		*MMF1*	Brt1	- 2.19
03991		*YGR149W*	Integral to membrane protein	- 2.39
02039		*YPL264C*	Integral membrane protein	- 2.46
02943		*SLM1*	Cytoplasm protein	- 2.49
06668		*AIM38*	Mitochondrion protein	- 2.61
00638		*LSG1*	GTPase	- 2.89
01653	*CIG*		Cytokine inducing-glycoprotein	- 3.26
04314		*YEF1*	NAD+ kinase	- 3.74
04690		*FMP41*	Mitochondrion protein	- 5.52

Genes that were found to be differentially expressed were ordered by expression level and categorized, if available, into functional groups as described in Materials and Methods. Results are presented as the mean fold-increase (symbol +) or -decrease (symbol -) of biological triplicates. Abbreviations: *C. n*., *C. neoformans*; *S. c*., *S. cerevisiae*.

### Quantitative RT-PCR (qRT-PCR) validation of gene expression

Expression of selected differentially regulated genes as identified by the microarray analysis was quantitatively assessed with qRT-PCR in an i-Cycler iQ system (Bio-Rad Laboratories, Hercules, CA, USA). All primers and probes (see Additional file 1) were designed with Beacon Designer 2 (version 2.06) software (Premier Biosoft International, Palo Alto, CA, USA) and synthesized by MWG Biotech (Florence, Italy). qRT-PCRs were carried out as previously described [23]. The annealing temperature used for all primers was 65°C. Each reaction was run in triplicate on three separate occasions. For relative quantification of target gene expression, *ACT1 *was used as a normalizer gene [23]. Changes (*n*-fold) in gene expression relative to that of the control were determined from mean *ACT1*-normalized expression levels.

### Oxidative stress and cell wall inhibitor assays

Susceptibilities to hydrogen peroxide (H_2_O_2_) and cell wall inhibitors were measured with exponentially growing cells in liquid YEPD at 30°C or 37°C pre-treated or not with FLC (10 mg/l) for 90 min as described elsewhere with modifications [26,27]. The cells were next washed with sterile PBS and diluted to an OD_650 _of 1.0 in PBS. For the oxidative stress assays, aliquots of the cell suspensions were transferred to Eppendorf tubes where H_2_O_2 _(Sigma, Milan, Italy) was added to 20 mM and incubated at 30°C or 37°C for 2 h. Viability was determined after appropriate dilution of the samples with PBS by plating 100 μl in triplicate on solid YEPD. The CFU were counted after incubation for 72 h at 30°C or 37°C. For the cell wall inhibitor assays, dilutions of the cell suspensions were made in PBS and 5 μl of these were grown on YEPD plates containing 0.5% Congo red (Sigma, C-6767), 0.5, 1.0 and 1.5 mg ml^-1 ^calcofluor white (Sigma, F-3543), 0.01%, 0.03% and 0.06% SDS (Sigma) and 0.2, 0.5 and 1.0 mg ml^-1 ^caffeine (Sigma, C-0750). Plates were incubated for 48 h at 30°C or 37°C and photographed.

## Results and Discussion

### Experimental design and global gene expression results

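The comparison rests on 6 one-colour arrays. Of these, 3 were hybridised with Cy3-labelled cRNA of untreated H99 cultures and 3 with cRNA of cultures exposed to 10 mg/l of FLC for 90 min at 30°C. H99 is the serotype A strain whose genome the probes were designed on, and FLC is an azole that blocks lanosterol demethylase, the product of *ERG11*. Each culture was divided into a treated and an untreated aliquot. Which arrays share a culture is not given in the sources used here, so the groups were compared unpaired, and the replicate numbers follow the position of the arrays on the slide.
The authors deposited the scanner software's output for each array, with the background-subtracted intensity of every spot, not yet scaled between arrays, and a table of their own fold changes. From the array files, spots marked as outliers by the software were left out. The log2 signal of each spot was then taken relative to the array's 75th percentile of gene probes. Repeated spots were averaged, and the value of a gene is the mean of its probes. A probe was kept when it reached the array's 20th percentile in at least 3 of the 6 arrays, so that a gene silent in 1 condition could stay. The log2 fold change is the mean of the FLC arrays minus the mean of the untreated arrays. It was tested with limma (moderated for the trend of the variance with signal), and p was adjusted by the Benjamini-Hochberg method over all genes kept. A gene was called responsive at an adjusted p under 0.05 and a mean change of at least 2-fold.
The 75th percentile of the signal was 10857, 12933 and 5951 on the untreated arrays and 10714, 10894 and 18189 on the FLC arrays. Between 92.8% and 99.5% of the gene spots of an array were well above background, and at most 1 was saturated. The median SD of repeated spots, on the log2 scale, was 0.079, 0.10 and 0.40 on the untreated arrays and 0.055, 0.078 and 0.067 on the FLC arrays with all spots included, and 0.34 on control replicate 3 and at most 0.094 on the others with outlier spots left out. The array of control replicate 3 was the dimmest and scattered most. Its values correlated across genes with those of the other untreated arrays at r = 0.977 to 0.978, against 0.997 between these 2. Within the FLC arrays r was 0.994 to 0.998, and between conditions it was 0.929 to 0.953. Genes are not independent replicates, so these r carry no p. The number of arrays, 3 per condition, limits the precision of every value.

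**Figure D1:**
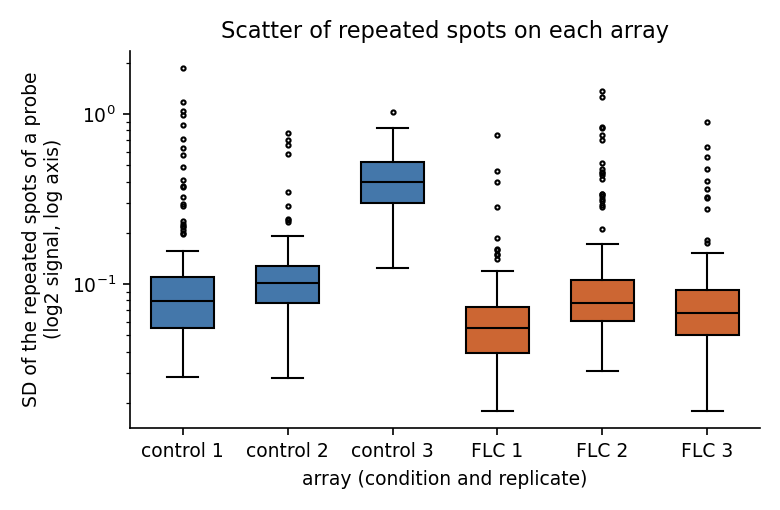
SD of the log2 signal over the repeated spots of each of 157 probes, by array, on a log axis. Boxes span the quartiles with the median as a line, whiskers reach 1.5 times the box and points lie beyond. Spots marked as outliers are included. Control replicate 3 has a median of 0.40, and control replicate 2 has the next highest, 0.10.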

The transcript profiles of *C. neoformans *H99 cells exposed to 10 mg/l of FLC (1/2 × MIC) for one doubling time (90 min) at 30°C were compared with profiles of untreated cells. A total of 476 genes were found responsive to FLC treatment under the test conditions, consisting of a single concentration and a single time point as described elsewhere [28-30]. 

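From the array files, 413 genes were responsive to FLC. In all of them the 3 FLC arrays lay beyond the 3 untreated arrays, which held for 59.5% of all genes kept and is met by chance in 10%. For the responsive genes this is largely built in, because they were called on the difference between the same arrays. None of the responsive genes had all its probes below the software's background limit, or saturated, on all arrays of a condition. Both probes moved the same way in all 385 responsive genes with 2 probes kept, and in 84.6% of all genes with 2 probes kept. Across responsive genes the log2 fold changes of the 2 probes correlated at r = 0.990, and across all such genes at r = 0.925. This agreement is partly built in, because genes were called on the mean of their probes and because the probes of 2854 of 5382 genes share a run of at least 20 bases. The authors' deposited table lists 476 genes, 231 up and 245 down, with fold changes from 2.00 to 19.2 in size. Computed from the array files without a signal filter, 475 of them moved in the direction of the authors' deposited table. Across these genes, the log2 fold changes from both sources correlated at r = 0.991, and those from the array files minus those of the authors' deposited table were -0.020 ± 0.21 (mean and SD over genes). 394 of the genes in the authors' deposited table passed the signal filter, and 354 of these were responsive. The other 40 changed by less than 2-fold. 59 responsive genes are not in the authors' deposited table, with a log2 fold change of at most 1.97 in size.

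**Figure D2:**
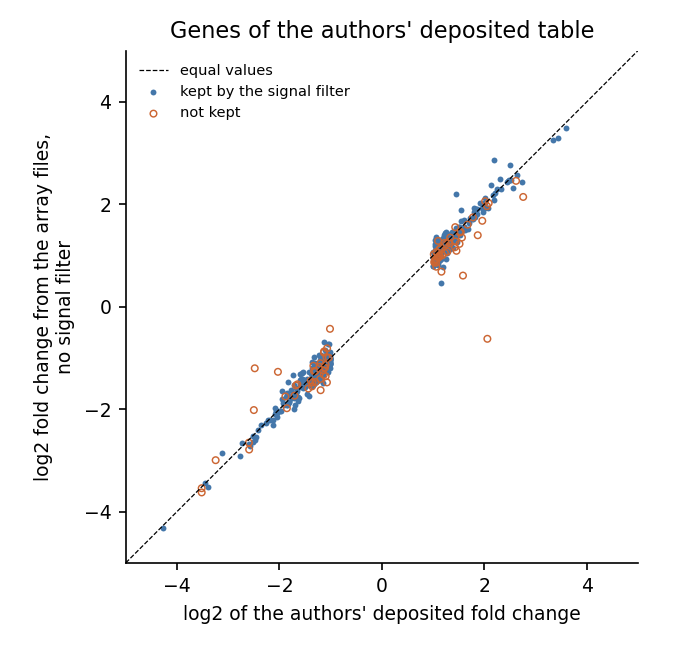
Log2 fold change from the array files without a signal filter against the log2 of the fold change in the authors' deposited table, for its 476 genes. Filled points passed the signal filter, open points did not, and the dashed line marks equal values. All but 1 of the points share the sign of the deposited value, and the 2 points more than 1 from the line did not pass the filter.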

The threshold value used in the present analysis was at least a twofold difference of gene expression between the experimental conditions, which is a value generally accepted in fungal genome-wide expression profiling [31]. 

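At this threshold the size of the change decided which genes were counted. All 413 genes with a mean change of at least 2-fold also had an adjusted p under 0.05, and 2510 genes had such a p at any size of change. The alternative that moved the count most downwards was limma's test against the 2-fold limit itself (treat), which left 114 genes, 51 higher and 63 lower. Asking in addition for a 2-fold change in at least 2 of the 3 FLC arrays left 407 genes. The methods' t-test (their one-way ANOVA, which with 2 conditions is a t-test), run on the same values, called 400 genes of at least 2-fold change after Benjamini-Hochberg adjustment and 411 without it.

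**Figure D3:**
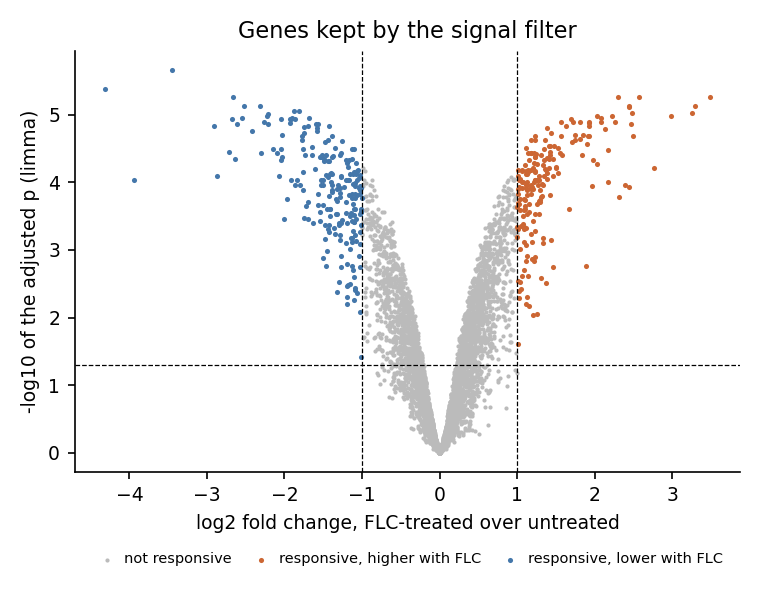
Log2 fold change of each gene kept, FLC-treated over untreated, against -log10 of its adjusted p from limma. Dashed lines mark a 2-fold change and an adjusted p of 0.05 and the coloured points are the responsive genes.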

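Of the genes on the array, 5623 had at least 1 probe kept by the signal filter. Under other filters this number was 5411 (20th percentile reached in all 6 arrays) to 6754 (well above background in 3 arrays). Responsive genes made up 7.34% of the genes kept, with 198 higher and 215 lower in FLC-treated cells. Their number was 331 when a probe had to reach the 20th percentile in all 6 arrays and 574 without a filter.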

Given that approximately 95% of the genes (6434/6823) spotted on the microarrays gave validated data, the above mentioned number indicate that 7.4% of the total number of genes in the *C. neoformans *H99 genome exhibited transcriptional changes, with 231 genes being upregulated and 245 downregulated upon FLC treatment.

In order to verify the changes in gene expression identified by our microarray analysis, we randomly selected 10 target genes (CNAG_00747, CNAG_01858, CNAG_02048, CNAG_02226, CNAG_03007, CNAG_03204, CNAG_04632, CNAG_03433, CNAG_05264, CNAG_05602) including those regulated and not regulated by FLC for validation of microarray data. 

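The qRT-PCR values of these targets are not analysed here. On the arrays, 4 of them were responsive and higher with FLC: CNAG_03007 (log2 fold change 3.29), CNAG_02226 (2.77), CNAG_04632 (2.32) and CNAG_03204 (2.30), each with an adjusted p of at most 0.00016 (limma). CNAG_05602, CNAG_02048 and CNAG_00747 were responsive and lower, with log2 fold changes of -2.66, -2.52 and -1.51 and adjusted p of at most 3.9e-05. CNAG_05264 rose by 0.96 on the log2 scale (adjusted p = 0.00056), just under the 2-fold limit, and passed it under several alternatives, such as 1.06 when a probe had to reach the 20th percentile in all 6 arrays. CNAG_03433 changed by -0.17 (adjusted p = 0.26), no more than its replicates spread. Without control replicate 3 its change was -0.27, with an adjusted p of 0.022 that is the lowest of a range up to 0.83 over the alternatives. CNAG_01858 was not kept by the signal filter. Without the filter its log2 fold change was -0.56 with a standard error of 0.43 (adjusted p = 0.32), and it was well above background on 3 of the 6 arrays.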

A strong correlation (r = 0.94) was found between relative expression levels obtained by microarray or qRT-PCR analysis (Figure 1). In addition, qRT-PCR experiments performed with RNA extracted from H99 cells FLC-treated at 37°C demonstrated that expression of the target genes also including *AFR1 *was comparable to that obtained when H99 cells were pre-treated with FLC at 30°C (Figure 2).

**Figure 1:**
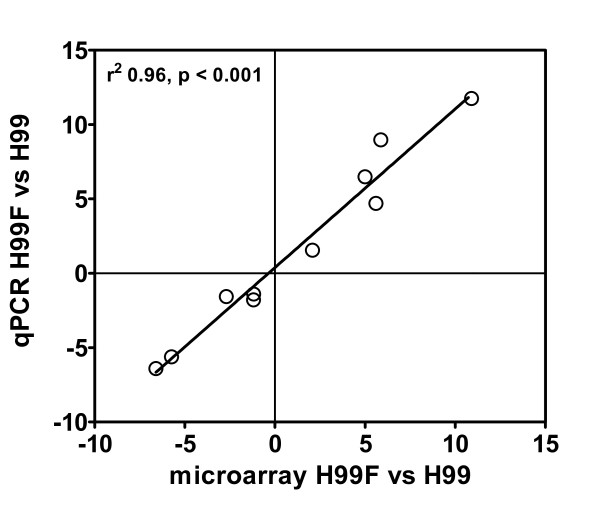
**Scatter plot of the results by microarray and quantitative RT-PCR analyses for ten selected differentially regulated genes in H99 cells FLC-treated (H99F) compared to untreated control cells**.

**Figure 2:**
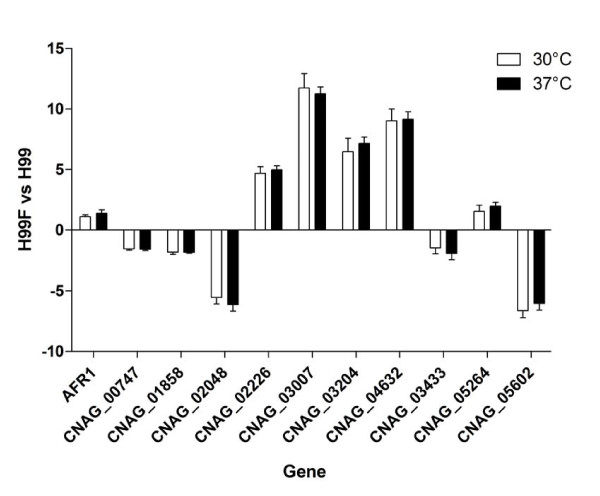
**Results of qRT-PCR analysis performed with RNAs extracted from H99 cells FLC-treated (H99F) at 30°C and 37°C**. The values, which are means of three separated experiments, represent the increase in gene expression relative to untreated control cells (set at 1.00). Error bars show standard deviations

The genes listed in Table 1 were categorized in 10 main groups by functional profiles as described in Methods. 

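Of the 179 genes listed in Table 1, 157 passed the signal filter of the array files. 156 of these moved in the direction given in Table 1, and 137 were responsive. The remaining 20 changed by 1.77- to 2.00-fold, all short of the limit before rounding. The adjusted p was under 0.05 for all 157, and for the same number when adjusted over the list alone, which is not independent evidence because the study chose the list on these arrays. 22 genes of the list were not kept, and 14 of them were responsive without the filter.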

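Among the transport genes of Table 1, 24 passed the signal filter, 14 of them higher and 10 lower with FLC, and 21 were responsive. For carbohydrate metabolism 15 genes passed, 6 higher and 9 lower, with 13 responsive. For protein biosynthesis, modification, transport and degradation 16 passed, 7 higher and 9 lower, with 12 responsive. Log2 fold changes ran from -2.32 to 2.32 in the first group, from -3.45 to 2.18 in the second and from -1.75 to 1.56 in the last.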

The category with the largest number of genes was "transport" with 31 genes, followed by categories that include genes (*n *= 18) involved in carbohydrate metabolism or protein processes (i.e. biosynthesis, modification, transport and degradation). 

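All 9 ergosterol biosynthesis genes of Table 1 were higher with FLC and all 7 TCA cycle genes were lower. The shift of each category with at least 5 genes was tested against all other genes kept with camera (limma, preset correlation between genes of 0.01), adjusted over the categories. As the genes were listed for their change on these arrays, these tests are not independent evidence. Ergosterol biosynthesis had a median log2 fold change of 1.39 (adjusted p = 3.7e-07) and the TCA cycle one of -1.41 (adjusted p = 3.0e-06). Lipid and fatty acid metabolism had a median of -1.04 (adjusted p = 0.022). The last call was lost with each array scaled to its median (adjusted p = 0.066) and when a probe had to reach the 20th percentile in all 6 arrays (0.075), with 0.00080 the lowest over the alternatives. The remaining categories, from amino acid metabolism to transport, had adjusted p between 0.10 and 0.50. With fry, limma's rotation test, the calls of ergosterol biosynthesis, TCA cycle and lipid metabolism held. With the correlation between genes estimated from the arrays, camera's unadjusted p for these was 0.016, 0.0068 and 0.079. Fry also called amino acid and carbohydrate metabolism, oxidoreduction, transcription and the group named other as lower and cell stress as higher (adjusted p of at most 0.0021). It called neither transport nor the protein group, whose median of -0.89 and mean of -0.16 lay below 0 while fry's direction was up. The transport genes had a median of 0.90 and a mean of 0.20, and their median was -1.03 when a probe had to reach the 20th percentile in all 6 arrays.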

While up- or down-regulated genes were distributed homogenously within almost all the function groups, some categories included more up-regulated genes (ergosterol biosynthesis) or down-regulated genes (TCA cycle). As it will be discussed below, the finding of a large number of genes differentially regulated adds support to the concept that azole activity is beyond the inhibition of the lanosterol demethylase target encoded by *ERG11 *[32], whose overexpression has been associated with fungal resistance [33]. To further classify the genes regulated by FLC exposure, we performed GO term analysis. As expected, GO analysis of genes induced by FLC revealed a significant enrichment of genes involved in sterol metabolism, particularly ergosterol biosynthetic process (Table 2). 

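The GO terms, assigned in the study through *S. cerevisiae* homologues, are not used here. A list of ergosterol pathway genes was instead fixed by product name, before the signals were seen. It holds 20 genes, 19 of them kept, from acetyl-CoA C-acetyltransferase to the sterol reductases. 17 were higher and 2 lower with FLC, 10 were responsive, and the median log2 fold change was 1.00. The shift against all other genes had an adjusted p of 5.0e-07 with camera, adjusted over the 14 lists made by product name, and of 0.00024 with fry. With a correlation between genes estimated from the arrays, camera's unadjusted p was 0.055. Over the alternatives the median lay between 0.89 and 1.14, highest with quantile normalization. The list holds the *ERG* genes of Table 1, which the study chose on these arrays, so its tests are not fully independent evidence. Its 11 genes outside Table 1 had a median of 0.44.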

Enrichment of genes repressed by FLC was observed in processes involving metabolism of amino acids and derivatives (Table 2).

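In the category amino acid metabolism of Table 1, 14 of 16 genes passed the signal filter, 6 of them higher and 8 lower with FLC. 5 of the higher and 7 of the lower genes were responsive. The largest decreases were those of *PUT1* (CNAG_02049, log2 fold change -3.95, 1 probe kept) and *PUT2* (CNAG_05602), the proline dehydrogenase and the 1-pyrroline-5-carboxylate dehydrogenase. The largest increase was that of *MXR2* (CNAG_04017, 1.34), a protein-methionine-R-oxide reductase. The median over the category was -1.03.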

**Table 2:** Gene Ontology (GO) term analysis for the *C. neoformans *FLC response

GO group	GO subgroup	*P*-value
*Up-regulated genes*		
Oxidation reduction		5.26e^-10^
Small molecule metabolic process		1.34e^-06^
	Alcohol metabolic process	4.74e^-07^
	Sterol metabolic process	4.41e^-07^
Steroid metabolic process		7.81e^-07^
	Phytosteroid metabolic process	1.47e^-09^
	Steroid biosynthetic process	9.08e^-07^
	Ergosterol biosynthetic process	3.57e^-08^
Transmembrane transport		0.00076

*Down-regulated genes*		
Oxidation reduction		1.31e^-12^
Small molecule metabolic process		2.50e^-11^
	Alcohol metabolic process	0.00037
	Cellular ketone metabolic process	1.25e^-08^
	Cellular amino acid and derivative metabolic process	3.74e^-12^
	Organic acid metabolic process	1.63e^-08^
Amine metabolic process		1.47e^-13^
	Gamma-aminobutyric acid metabolic process	0.00078

GO term assignment for *C. neoformans *H99 genes was based on homology to *S. cerevisiae *genes. *P*-value represents the probability that a particular GO term is enriched in the microarray gene list. The *P*-value cut-off was < 0.05.

### Effect of FLC on genes involved in ergosterol biosynthesis and related pathways

Earlier efforts to profile the response of yeast cells (*S. cerevisiae *or *C. albicans*) to the short-term exposure to azole drugs implicated genes in the ergosterol biosynthetic pathway as major players [28,29], thus indicating that this pathway is the target of azoles and is responsive to modulations in ergosterol levels. 

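In the array data, *ERG25* (C-4 methyl sterol oxidase, CNAG_01737, chromosome 11 from 755607 to 757001) and *ERG2* (C-8 sterol isomerase, CNAG_00854, chromosome 1 from 2258878 to 2259890) rose most among the 8 *ERG* genes of Table 1, with log2 fold changes of 1.93 (standard error 0.11) and 1.93 (0.12). The signal of *ERG25* relative to the array's 75th percentile was 1.07 ± 0.074 in untreated and 3.00 ± 0.16 in FLC-treated cells (SD, n = 3 arrays each). *ERG13* (CNAG_02896, chromosome 3 from 506887 to 508781) followed with 1.69. *ERG11* itself (CNAG_00040, chromosome 1 from 123979 to 126388) rose by 1.39 (0.10), 2.61-fold, from 0.69 ± 0.15 in untreated to 2.08 ± 0.068 in FLC-treated cells (SD, n = 3 each). *ERG5* (CNAG_06644), *ERG3* (CNAG_00519), *ERG1* (CNAG_06829) and *ERG7* (CNAG_01129) rose by 1.31, 1.26, 1.22 and 1.10. The 8 genes spanned 2.14- to 3.82-fold, all with an adjusted p of at most 0.00022 (limma) and with both probes moving the same way.

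**Figure D4:**
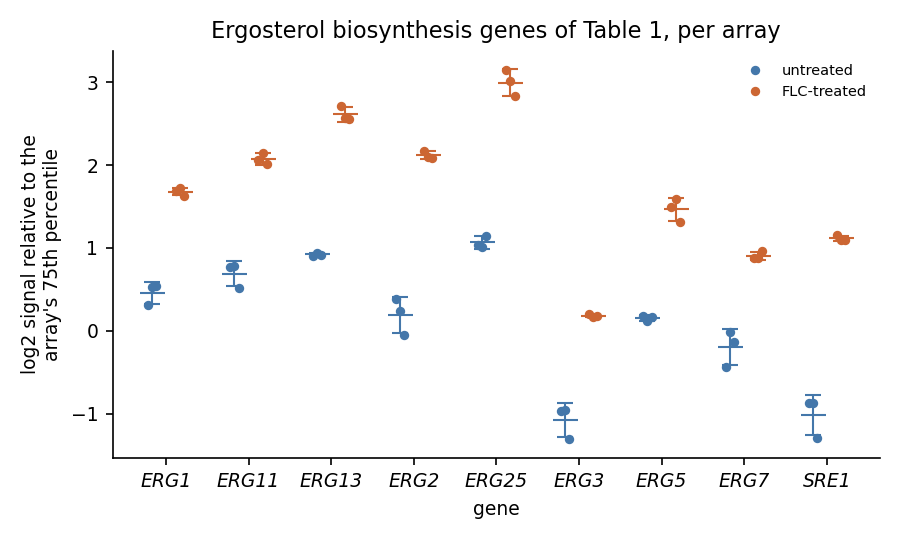
Log2 signal relative to the array's 75th percentile for the ergosterol biosynthesis genes of Table 1, *SRE1* included. Points are single arrays, 3 untreated and 3 FLC-treated, and bars give the mean and SD. In every gene the 3 FLC points lie above the 3 untreated points. Heights can be compared within a gene only, since each gene has its own probes.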

As shown in Table 1, we found that eight *ERG *genes (*ERG1*, *ERG2*, *ERG3*, *ERG5*, *ERG7*, *ERG11*, *ERG13 *and *ERG25*) exhibited increases in expression (2.09- to 3.95-fold) upon FLC treatment. This was a predictable result from the inhibition of Erg11 function by FLC, which is the rate-limiting step of the ergosterol biosynthetic pathway. Indeed, the idea of a compensatory response to re-establish the plasma membrane ergosterol levels [30] may account for the observed upregulation of either early (*ERG13*, *ERG7 *and *ERG1*) or late (*ERG25*, *ERG2*, *ERG3 *and *ERG5*) genes of the ergosterol pathway, in addition to upregulation of *ERG11 *itself (Table 1, *ergosterol biosynthesis*).

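Ergosterol pathway genes outside Table 1 moved less. This is partly built in, because Table 1 lists genes for a change of at least 2-fold on these arrays. 11 further genes of the list made by product name were kept, with a median log2 fold change of 0.44. The largest changes were those of an acetyl-CoA C-acetyltransferase (CNAG_02918, 1.09, adjusted p = 0.00048), a delta 24 sterol reductase (CNAG_02830, 1.00), phosphomevalonate kinase (CNAG_06001, 0.86) and sterol 24-C-methyltransferase (CNAG_03819, 0.63). Hydroxymethylglutaryl-CoA reductase (CNAG_06534), the enzyme after the *ERG13* product, rose by 0.32 (adjusted p = 0.039). Isopentenyl-diphosphate delta-isomerase (CNAG_00265) and a 3-keto sterol reductase (CNAG_07438) did not change beyond the replicate spread, with log2 fold changes of -0.16 (adjusted p = 0.17) and -0.12 (0.59). A C-14 sterol reductase (CNAG_00117) was not kept by the signal filter.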

*ERG13 *encodes the enzyme hydroxymethylglutaryl-CoA synthase that catalyzes the production of hydroxymethylglutaryl-CoA from acetyl-CoA and acetoacetyl-CoA, and acts in the mevalonate biosynthesis, a precursor required for the biosynthesis of ergosterol. Acetyl-CoA is converted to carbon dioxide and water by enzymes (e.g. isocitrate dehydrogenase) that function in the TCA cycle, a central metabolic process in the mitochondria leading to produce, after oxidative phosphorylation, chemical energy in the form of ATP and NADH. Presumably, as a result of feedback control, we observed that several TCA cycle enzymes were downregulated in response to FLC (Table 1, *TCA cycle*), suggesting that *C. neoformans *may direct the cellular acetyl-CoA content to lipid (sterol) biosynthesis and metabolism to counterbalance ergosterol alteration.

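The TCA cycle genes of Table 1 fell by 2.03- to 3.67-fold. The isocitrate dehydrogenase gene *IDH1* (CNAG_07851, chromosome 10 from 430730 to 432527) had the lowest log2 fold change, -1.87 (standard error 0.082), with a signal of 1.82 ± 0.079 in untreated and -0.050 ± 0.050 in FLC-treated cells (SD, n = 3 arrays each). *IDH2* (CNAG_07363) had a log2 fold change of -1.48, *ACO1* (aconitase, CNAG_01137) of -1.41, *KGD1* and *KGD2* (CNAG_03674 and CNAG_03596, parts of oxoglutarate dehydrogenase) of -1.23 and -1.12, and *IDP1* (CNAG_03920) of -1.02. The gene for succinate-CoA ligase, *LSC2*, is also among the qRT-PCR targets. The adjusted p was at most 0.00054 (limma), and both probes fell in every gene. A list of TCA cycle genes fixed by product name held 22 genes, 20 of them lower, with a median log2 fold change of -0.85 (camera adjusted p = 4.0e-07, fry 0.00024). Its unadjusted p was 0.022 when camera estimated the correlation between genes from the arrays. It includes a 3-isopropylmalate dehydrogenase (CNAG_00450, -0.88) and a homoaconitate hydratase (CNAG_02565, -0.58), which its wording also matched. It also holds CNAG_06374 (-2.67), described as a malate dehydrogenase, and CNAG_01264 (-1.37), described as an isocitrate dehydrogenase. Table 1 puts the former under carbohydrate metabolism and the latter under amino acid metabolism. Over the alternatives the median of this list lay between -0.94 (arrays scaled to their medians) and -0.80. The 13 genes of the list outside Table 1 had a median of -0.46. Among them was citrate synthase (CNAG_00061, -0.50, adjusted p = 0.022). The genes described as succinate dehydrogenase or its subunits were at -0.39 (CNAG_04189), -0.084 (CNAG_03226) and -0.013 (CNAG_07356). Of the genes described as aconitate hydratase, CNAG_07908 was at -1.02 (adjusted p = 0.00015) and CNAG_03427 rose by 0.60 (adjusted p = 0.0022). The paper proposes that a compensatory response, restoring membrane ergosterol under FLC, may account for the rise of early and late *ERG* genes. From the lower TCA cycle genes it proposes that the cell may direct acetyl-CoA, which enters both pathways, to sterol synthesis.

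**Figure D5:**
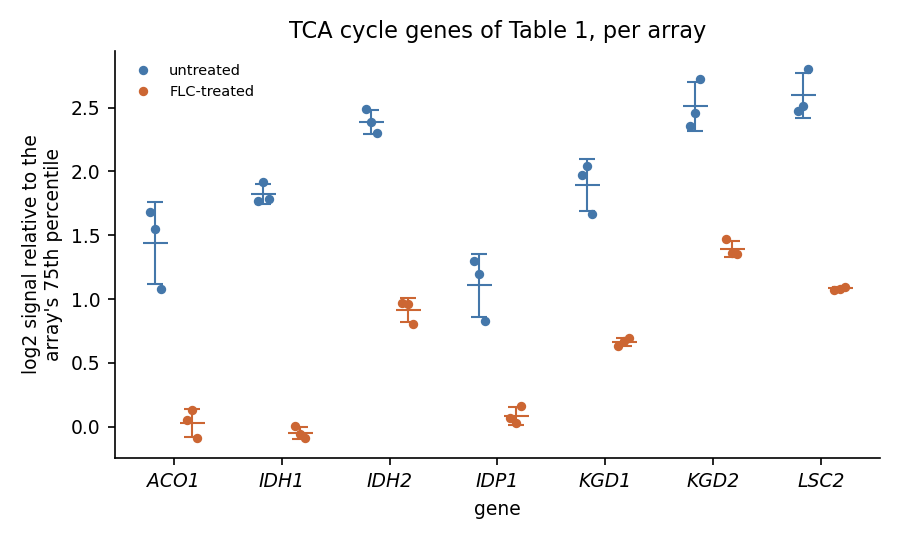
Log2 signal relative to the array's 75th percentile for the TCA cycle genes of Table 1. Points are single arrays, 3 untreated and 3 FLC-treated, and bars give the mean and SD. In every gene the 3 FLC points lie below the 3 untreated points. Heights can be compared within a gene only.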

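*SRE1* (CNAG_04804) lies on chromosome 10 from 352256 to 355576. Its signal relative to the array's 75th percentile was -1.01 ± 0.24 in untreated and 1.11 ± 0.033 in FLC-treated cells (SD, n = 3 arrays each). The log2 fold change was 2.13 (standard error 0.12, adjusted p = 1.6e-05 from limma), 4.38-fold.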

Our particular interest was the up-regulation (4.04-fold) of *SRE1*, that belongs to a group of sterol regulatory element-binding proteins (SREBPs), first characterized in mammalian cells as regulator of lipid homeostasis [34]. While *C. neoformans *Sre1 regulates genes encoding ergosterol biosynthetic enzymes, *SRE1 *was shown to be required for growth and survival in the presence of azoles and also for virulence in a mouse model of cryptococcosis [18,20,35]. In addition, *C. neoformans *Sre1 stimulates ergosterol production in response to sterol depletion when the oxygen-dependent ergosterol synthesis is limited by hypoxia [36]. Consistently, *C. neoformans *mutants in the SREBP pathway showed reduction in ergosterol levels, increased sensitivity not only to low oxygen but also to several chemical agents, including azole antifungals, CoCl_2 _and reactive oxygen species (ROS)-generating compounds. Most importantly, these mutants showed reduced virulence in mice [37].

### Effect of FLC on genes involved in cell structure and maintenance

Consequent to depletion of ergosterol and the concomitant accumulation of 14-methylated sterols, several plausible hypotheses on the mode of action of azoles were suggested by Vanden Bossche [32] two decades ago including alterations in membrane functions, synthesis and activity of membrane-bound enzymes, mitochondrial activities and uncoordinated activation of chitin synthesis. 

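Of the genes of lipid and fatty acid metabolism in Table 1, 6 were lower and 2 higher with FLC, all 8 with an adjusted p under 0.05, and 6 were responsive. The lowest log2 fold changes were those of *PLC2* (CNAG_02968, -2.15), *PSD2* (phosphatidylserine decarboxylase, CNAG_00834, -1.76) and *FOX2* (short-chain dehydrogenase, CNAG_02000, -1.41). *CAT2* (carnitine acetyltransferase, CNAG_05042) had one of -1.10. *PCT1* (CNAG_00424, -0.98) and *ECM38* (CNAG_03128, -0.94) lay just under the 2-fold limit.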

Transcript levels of several genes involving lipid and fatty acid metabolism decreased in the current study (Table 1), possibly in agreement with a remodelling of the cell membrane in response to reduced ergosterol levels. Conversely, expression of *PLB1*, that encodes Plb1, a known virulence factor in *C. neoformans*, was increased 2.18-fold. 

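On the arrays *PLB1* (CNAG_06085, chromosome 12 from 260747 to 262987) had a log2 fold change of 1.13 (standard error 0.11, adjusted p = 0.00015 from limma). Its signal was -2.92 ± 0.054 in untreated and -1.79 ± 0.18 in FLC-treated cells (SD, n = 3 arrays each). The only other gene of its category that rose was *MIOX* (myo-inositol oxygenase, CNAG_06623), by 1.10.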

Phospholipases cleave fatty acid moieties from larger lipid molecules, releasing arachidonic acid for the production of eicosanoids that are utilized by the pathogenic yeasts *C. neoformans *and *C. albicans *to produce immunomodulatory prostaglandins [38]. In addition, cell wall-linked cryptococcal Plb1 contributes to cell wall integrity and is a source of secreted enzyme [39].

It was also expected that exposure to FLC would affect genes responsible for cell wall integrity. 

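*CHS7* (CNAG_02217, chromosome 6 from 887986 to 892102) had a log2 fold change of 1.82 (standard error 0.096, adjusted p = 1.3e-05 from limma). *CHS2* (CNAG_03326, chromosome 8 from 655500 to 658817) rose by 0.94 (0.15, adjusted p = 0.0020), 1.92-fold and so just under the 2-fold limit. It passed the limit without control replicate 3 (log2 fold change 1.13) and with normexp background correction (1.32). *CDA3* (CNAG_01239, chromosome 5 from 838820 to 840616) changed by -2.22 (0.10, adjusted p = 9.6e-06). The other 2 genes described as chitin deacetylases had a median of 0.14, and their list as a whole was not shifted with camera (adjusted p = 0.33) but was with fry (0.0031). 10 genes have chitin synthase in their product name, a regulator and an export chaperone included. 9 of them were higher, with a median of 0.51 (camera adjusted p = 0.0083, fry 0.00070), and 1 was responsive. The 8 genes of this list outside Table 1 had a median of 0.46. Camera with a correlation between genes estimated from the arrays gave this list an unadjusted p of 0.093. Chitin synthases 1 and 5 rose by 0.63 and 0.61, and chitin synthase 8 (CNAG_07499) did not change (0.0020).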

Two chitin synthase genes were found to be significantly up-regulated (2.20-fold for *CHS2 *and 3.62-fold for *CHS7*), concomitantly with down-regulated expression (4.35-fold) of the chitin deacetylase *CDA3 *(homolog to *S. cerevisiae CDA2*) (Table 1, *cell wall maintenance*). In *C. albicans*, activation of chitin synthesis, which is mediated by the PKC-, Ca^2+^/calcineurin-, and HOG- cell wall signalling pathways, appears to be an adaptive response to caspofungin treatment. Hence, subculturing caspofungin-resistant cells in the absence of caspofungin resulted in wild-type levels of chitin content [40]. While this form of drug tolerance is rationally accepted for a drug damaging the cell wall integrity (caspofungin is known to reduce β-glucan synthesis), it is also possible that exposure to azoles induces a salvage mechanism involving the up-regulation of chitin synthesis. Although known as a relatively minor cell wall component, chitin is thought to contribute significantly to cryptococcal wall strength and integrity [3]. Chitosan, the enzymatically deacetytaled form of chitin, helps to maintain cell integrity and is necessary for maintaining normal capsule width and retention of cell wall melanin [41]. Consistently, up-regulation was observed for *BGL2 *(2.61-fold) that encodes the glucantransferase (also termed glucosyltransferase) Bgl2, a major cell wall constituent described in a wide range of yeast species.

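*BGL2* (CNAG_06336, described in the array files as a glucan 1,3 beta-glucosidase protein, chromosome 13 from 226371 to 228518) had a log2 fold change of 1.36 (standard error 0.086, adjusted p = 2.4e-05 from limma), with a signal of -1.63 ± 0.037 in untreated and -0.27 ± 0.11 in FLC-treated cells (SD, n = 3 arrays each).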

### Effect of FLC on genes involved in cell stress and virulence

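Of the 9 cell stress genes of Table 1, 6 were higher and 3 lower with FLC, and 7 were responsive. Log2 fold changes ran from -1.13 to 1.75, with a median of 1.06. *LOT6* (CNAG_03185) rose by 0.90, under the 2-fold limit, and *HSC82* (CNAG_02440) by 1.29. Over the 16 genes kept whose product name names a catalase, a peroxidase, thioredoxin or superoxide dismutase, 7 were higher and 9 lower, with a median of -0.12 (camera adjusted p = 0.62, fry 0.53).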

We found that FLC induced the expression of several genes involved in oxidative-stress response (Table 1, *cell stress*). One of these genes, *GRE2*, was induced 3.54-fold, consistent with the previous observation that transcripts from *GRE2 *and other stress-induced genes (*YDR453C *and *SOD2*) were increased in *S. cerevisiae *exposed to azoles [28]. 

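*GRE2* (CNAG_03400, chromosome 8 from 855526 to 857008) had the largest increase of the cell stress category, 3.36-fold (standard error of the log2 fold change 0.11, adjusted p = 2.0e-05 from limma). Its signal was -3.52 ± 0.16 in untreated and -1.77 ± 0.031 in FLC-treated cells (SD, n = 3 arrays each).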

Interestingly, loss of Gre2 is impairing tolerance to ergosterol biosynthesis disrupting agents (i.e. clotrimazole and ketoconazole), further supporting an association between *GRE2 *and ergosterol metabolism [42]. *YHB1 *that encodes a flavo-haemoglobin able to detoxify nitric oxide in *C. albicans *and *C. neoformans *was down-regulated 2.32-fold in our study, which is opposed to its established relevance *in vivo *[43]. 

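The gene is listed in Table 1 as *FHB1* (CNAG_01464, chromosome 11 from 20978 to 23131). Its log2 fold change was -0.96 (standard error 0.18, adjusted p = 0.0041 from limma), a decrease of 1.95-fold, just under the limit. The signal was 0.30 ± 0.35 in untreated and -0.66 ± 0.21 in FLC-treated cells (SD, n = 3 arrays each), more spread in untreated than in treated cells. It passed the 2-fold limit without control replicate 3 (log2 fold change -1.16), and was at -0.82 without control replicate 2.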

A strong reduction in the expression of *FHB1 *(the *C. neoformans *ortholog of *YHB1*) was also observed during growth of *C. neoformans *at 37°C compared to 25°C, indicating that regulation of this gene or its product at the posttranslational level may occur in response to environmental changes [44]. In contrast, *CTA1 *encoding catalase in *S. cerevisiae *was induced (2.81-fold) by FLC exposure. Together with *TSA3 *(2.09-fold) encoding thiol-specific antioxidant protein 3 (Table 1, *cell stress*) and other responsive genes with oxidoreductase activity (Table 1, *oxidoreduction*), these genes may function in response to oxidative stress. Accordingly, the stress-related gene encoding Ssa1 was also up-regulated (2.48-fold). This *C. neoformans *protein (Hsp70 family member) acts *in vivo *as transcriptional co-activator of laccase [45] and is important for the production of melanin, which is a free-radical scavenger playing a protective role in stress resistance [17].

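*CTA1* (CNAG_05256, chromosome 4 from 859655 to 861623) had a log2 fold change of 1.43 (standard error 0.098, adjusted p = 3.5e-05 from limma). A second gene of the category described as a catalase, *CTT1* (CNAG_00575), moved the other way, by -1.13 (adjusted p = 0.00037).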

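*TSA3* (CNAG_06917, chromosome 3 from 1508782 to 1510032) rose by 2.08-fold (standard error of the log2 fold change 0.085, adjusted p = 6.8e-05 from limma). Of the oxidoreduction genes of Table 1, 12 passed the signal filter and all of them were responsive, 5 higher and 7 lower with FLC. They ran from *FRE2* (metalloreductase, CNAG_03498, log2 fold change -1.61, 1 probe kept) to *YLR460C* (enoyl reductase, CNAG_04652, 1.41).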

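The gene is CNAG_01750, listed in Table 1 as *HSP70* with the *S. cerevisiae* name *SSA1* (chromosome 11 from 787758 to 790112). Its log2 fold change was 1.32 (standard error 0.13, adjusted p = 0.00016 from limma). 13 other genes whose product name names a heat shock protein, a related chaperone or, in 1 case, a heat shock transcription factor had a median of 0.038 (camera adjusted p = 0.53, fry 0.13), with 8 higher and 5 lower. With quantile normalization this median was 0.25 (adjusted p = 0.0092), the only alternative that called the list. Its adjusted p ranged up to 0.61 over the alternatives.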

The *C. neoformans *polysaccharide capsule is a complex structure that is required for virulence [46,47]. 

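*CAS3* (CNAG_03644, chromosome 2 from 423531 to 425738) had a log2 fold change of 3.49 (standard error 0.13, adjusted p = 5.5e-06 from limma), the largest increase among the genes of Table 1 that passed the signal filter. Its signal relative to the array's 75th percentile was -5.14 ± 0.23 in untreated and -1.65 ± 0.076 in FLC-treated cells (SD, n = 3 arrays each), so that the untreated level was low. Both probes were well above background on all 6 arrays. The other capsule gene of Table 1, *CAS9* (CNAG_01489), changed by -1.65.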

Interestingly, the capsule-associated gene *CAS3 *[48] was found to be up-regulated (12.16-fold) upon exposure to the drug (Table 1, *capsule synthesis*). This gene encodes a protein belonging to a seven-member protein family that includes Cap64. Treatment with FLC did not significantly change expression of the essential capsule-producing genes, *CAP10*, *CAP59*, *CAP60 *and *CAP64*. 

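The array files do not pair these names with locus tags. They describe 4 genes as capsular associated protein, CNAG_00600, CNAG_00721, CNAG_02885 and CNAG_07554, and none of them changed by 2-fold. Their log2 fold changes were 0.31 (standard error 0.072, adjusted p = 0.010), 0.00 (0.13, adjusted p = 1.0), 0.17 (0.090, adjusted p = 0.15) and 0.035 (0.099, adjusted p = 0.79), with limma's test. The small rise of CNAG_00600 lost its call under several alternatives, with an adjusted p between 0.00010 and 0.13. CNAG_02885 gained one with quantile normalization (0.33, adjusted p = 0.011, the lowest of a range up to 0.53), without control replicate 3 (0.21, adjusted p = 0.046) and with the methods' t-test without adjustment.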

Since the cryptococcal cell wall is needed for the localization or attachment of known or putative virulence factors other than capsule (i.e. melanin, Plb1 and Bgl2), it could be hypothesized that FLC induces alterations in the cell wall which in turns affects the expression of these factors. An alternative hypothesis would be that FLC acts as a stress-generating molecule and triggers enhanced expression of virulence determinant(s) that enable to survive in hostile environments.

### Effect of FLC on genes involved in cellular transport

Several genes involved in small molecule transport and vesicular transport were either up- or down-regulated in response to FLC (Table 1, *transport*). These include *DUR3 *(plasma membrane transporter for urea, up-regulated by 4.78-fold), *MEP2*/*AMT2 *(ammonium permease, up-regulated by 3.78-fold) and *AQY1 *(aquaporin water channel, up-regulated by 2.73-fold), which all belong to the group of *C. neoformans *genes regulated by osmotic stress [49]. It is possible that defects in the plasma membrane resulting from inhibition of ergosterol biosynthesis by FLC affects transport of small molecules through the membrane. 

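The largest increase among the transport genes that passed the signal filter was that of the uracil permease *FUR4* (CNAG_04632, 4.98-fold). The largest decreases were those of *UGA4* (gamma-aminobutyric acid transporter, CNAG_07695, log2 fold change -2.32) and *SFH5* (phosphatidylinositol transporter, CNAG_02104, -2.22). The siderochrome-iron transporter *ARN2* (CNAG_02083) was not kept. Without the filter it was 7.97-fold lower (adjusted p = 3.6e-05 from limma). A list of iron uptake and siderophore transport genes by product name, which includes *SIT1* (-1.54), *FRE7* (CNAG_00876, -1.12), *FRE2* (CNAG_03498, -1.61) and *FET5* (CNAG_02958, 1.10) of Table 1, had 10 genes kept, 7 of them lower, and a median of -0.94 (camera adjusted p = 0.0098, fry 0.00030). The 6 genes outside Table 1 had a median of -0.45. The unadjusted p of the whole list was 0.088 when camera estimated the correlation between genes from the arrays.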

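*DUR3* (CNAG_07448, chromosome 5 from 1645282 to 1647752) had a log2 fold change of 2.27 (standard error 0.12, adjusted p = 1.3e-05 from limma), with 1 probe kept. *MEP2* (CNAG_04758, chromosome 10 from 477936 to 479720) rose by 2.02 (0.15, adjusted p = 5.4e-05), with both probes higher. *AQY1* (CNAG_01742, chromosome 11 from 767128 to 768829) rose by 1.98 (0.15, adjusted p = 4.7e-05), also with 1 probe kept.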

Analysis of the H99 genome sequence [16] predicted 54 ATP-Binding Cassette (ABC) transporters and 159 major facilitator superfamily (MFS) transporters, suggesting wide transport capabilities of this environmental yeast [50]. However, we found only two *S. cerevisiae *transporter homologues with significant increased expression. 

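By product name, 17 genes described as ABC or ATP-binding cassette transporters passed the signal filter, 8 of them higher and 9 lower with FLC, with a median log2 fold change of -0.080 (camera adjusted p = 0.80, fry 0.30). 1 of them was responsive, CNAG_06338. 7 genes described as MFS or major facilitator transporters passed, all higher, with a median of 0.62 (camera adjusted p = 0.0098, fry 0.00024, and 0.044 unadjusted with camera and an estimated correlation between genes). Of these, only a maltose permease (CNAG_05914, 1.02) reached the 2-fold limit. The descriptions cover only part of the transporters predicted from the genome. *FLR1* (CNAG_05994), which the paper names as an MFS multidrug transporter of yeast, is outside the MFS list by its description. Its log2 fold change was -1.29, so the list does not stand for the whole family.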

One is *PDR15 *that is a member of the ABC transporter subfamily exporting antifungals and other xenobiotics in fungi [51]. 

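*PDR15* (CNAG_06338, described in the array files as ABC transporter PMR5) lies on chromosome 13 from 234655 to 239916. Its log2 fold change was 1.13 (standard error 0.13, adjusted p = 0.00030 from limma), with a signal of -3.07 ± 0.21 in untreated and -1.93 ± 0.11 in FLC-treated cells (SD, n = 3 arrays each). Another gene with the same description on this chromosome, CNAG_06348 (chromosome 13 from 261276 to 266510), rose by 0.51 (adjusted p = 0.0029).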

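*ATR1* (CNAG_04898, chromosome 10 from 82310 to 84327) had a log2 fold change of 0.94 (standard error 0.21, adjusted p = 0.0083 from limma), 1.92-fold and just under the limit. The signal was -4.13 ± 0.45 in untreated and -3.19 ± 0.11 in FLC-treated cells (SD, n = 3 arrays each). It passed the 2-fold limit without control replicate 3 (log2 fold change 1.20) or without FLC replicate 3 (1.00). Its adjusted p was 0.064 to 0.073 with the brighter probe alone, with each probe tested on its own, with the methods' t-test and with the slide row as a block, and 4.1e-06 at the lowest over the alternatives.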

The other gene is *ATR1 *that encodes a multidrug resistance transport protein belonging to the MFS class of transporters. *ATR1 *expression was recently shown to be upregulated by boron and several stress conditions [52]. To date, Afr1 (encoded by *AFR1*; also termed CneAfr1) and CneMdr1 are the only two efflux pumps associated with antifungal drug resistance in *C. neoformans *[50]. Since Afr1 is the major efflux pump mediating azole resistance in *C. neoformans *[11,15], the absence of altered *AFR1 *expression could be expected. 

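*FLR1* (CNAG_05994, described in the array files as a multidrug transporter, chromosome 12 from 31431 to 33686) had a log2 fold change of -1.29 (standard error 0.091, adjusted p = 3.9e-05 from limma). Its signal was -1.19 ± 0.091 in untreated and -2.48 ± 0.088 in FLC-treated cells (SD, n = 3 arrays each), and both probes were lower.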

Not surprisingly, we noticed downregulated expression (2.35-fold) of *FLR1 *(for fluconazole resistance) encoding a known MFS multidrug transporter in yeast, that is able to confer resistance to a wide range of dissimilar drugs and other chemicals [53]. This may suggest that both *AFR1 *and *FLR1 *do not participate to the short-term stress induced by FLC in *C. neoformans*.

### Effect of FLC on the susceptibility to cell wall inhibitors

It was demonstrated that compounds interfering with normal cell wall formation (Congo red, calcofluor white, SDS and caffeine) affect growth of *C. neoformans *strains with altered cell wall integrity [27]. For instance, several deletion strains for genes involved in the *PKC1 *signal transduction pathway were found to be sensitive to SDS and Congo red and to a lesser extent caffeine. To test the hypothesis that FLC treatment might induce cell wall stress, we analyzed H99 cells for susceptibility to the cell wall perturbing agents, before and after the cells were exposed for 90 min to FLC at sub-MIC concentration (10 mg/l) at 30°C. Phenotypes of H99 cells on cell wall inhibitor plates are shown in Figure 3. The FLC pre-treated H99 cells were slightly more resistant to all four cell wall inhibitors as compared to untreated cells. These findings are consistent with expression changes of cell wall associated genes identified in our microarray analysis. Particularly, since calcofluor white (which binds to chitin) disrupts the cell wall and Congo red (which binds to β-glucans) interferes with the cell wall biogenesis [27], the altered regulation of genes involved in the chitin (*CHS2 *and *CHS7*) and glucan (*BGL2*) synthesis may explain the phenotype of decreased susceptibility to cell wall stress exhibited by FLC-exposed cells. Similar results were obtained when H99 cells were pre-treated with FLC at 37°C (see Additional file 2).

**Figure 3:**
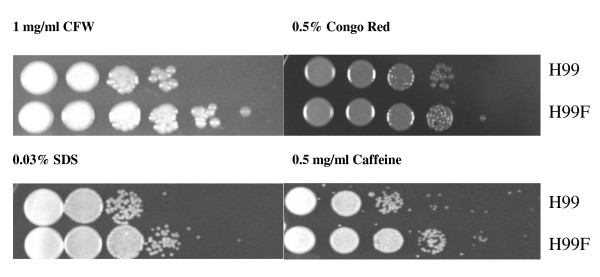
**Cell wall integrity assays with H99 *C. neoformans *cells left untreated (H99) or exposed to FLC (H99F) at a sub-MIC concentration of 10 mg/l for 90 min at 30°C**. Cells were grown at the same temperature for 48 h on YEPD supplemented with calcofluor white (CFW), Congo red, sodium dodecyl sulphate (SDS) and caffeine. Aliquots of cells were applied onto the agar surface with 10-fold serial dilutions.

### Effect of FLC on the susceptibility to H_2_O_2_

Because a number of FLC-responsive transcriptional changes was found to affect genes involved in the oxidative stress response (i.e. *CTA1*, *GRE2*), it seemed reasonable to examine whether FLC at sub-inhibitory concentrations could induce oxidative stress resistance *in vitro*. For this purpose, exponentially growing H99 cells that were treated with 10 mg/l FLC for 90 min were subjected to an additional challenge with 20 mM H_2_O_2_. The viable cells were next quantified on YEPD plates after 0.5, 1, 1.5 and 2 h of additional growth. As shown in Figure 4, while untreated cells showed a high degree of cell death, cells treated with FLC exhibited gained more viability upon oxidative exposure at the endpoints of 1, 1.5 and 2 h. Similar results were obtained when H99 cells were pre-treated with FLC at 37°C (see Additional file 3). These findings indicate that FLC exposure is able to generate protection against oxidative stress *in vitro*, possibly as a result of a transcriptional adaptive response.

**Figure 4:**
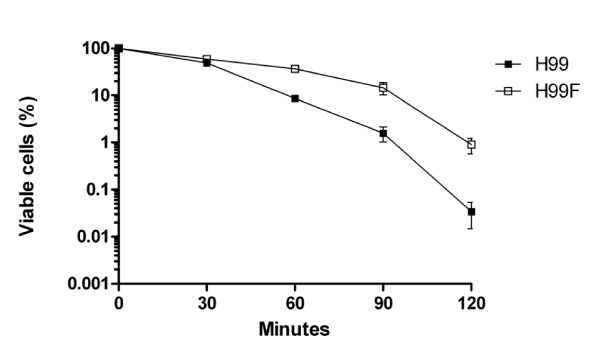
**Survival of *C. neoformans *after oxidative treatment**. Exponentially growing cells were left untreated (H99) or exposed to 10 mg/l FLC (H99F) for 90 min at 30°C and then challenged with 20 mM H_2_O_2 _for 2 h. Aliquots were harvested at given time points and cell viability performed as described in Methods. Plotted values are means of three experiments

## Conclusions

Although exposure to azoles has been already investigated in several other fungal species and the transcriptional profile of differentially expressed genes was obtained using a single FLC concentration and time point, our study reveals several interesting findings. First, we demonstrated that short-term exposure of *C. neoformans *to FLC resulted in a complex altered gene expression profile. These genes included not only genes commonly responding to diverse environmental stresses, such as oxidative and drug stresses, but also genes encoding virulence factors (i.e. Plb1, Sre1 and capsule). Second, we corroborated the potential of genome-wide transcriptional analyses to envisage alternative therapeutic strategies for cryptococcosis. Apart from ergosterol and its biosynthesis, there are yet few other targets to be exploited in anticryptococcal therapy. Therefore, elucidation of molecular processes underlying the physiological responses of cryptococcal cells to FLC could serve not only to identify novel treatment approaches but also to potentiate the inhibitory effects of existing azole drugs. Our findings show that the phenomena described can apply to the *in vivo *situation, i.e. during azole maintenance therapy in the host, but transcriptional analyses using different growth conditions of H99 cells, mimicking stress conditions encountered during a human meningeal infection, may reveal new fields to pursue for anticryptococcal therapy.

## Authors' contributions

MS, DS and BP designed the study; ARF and SF carried out the experimental work; ARF, EDC and RT analysed the data; ARF and BP wrote the manuscript. GF and DS corrected the manuscript. All the authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Table A1 Primers and fluorescent probes used in qRT-PCR**. Contains Table A1 showing the qRT-PCR primers and probes. Click here for file

Additional file 2 **Figure A1 Cell wall integrity assays with H99 *C. neoformans *cells left untreated (H99) or exposed to FLC (H99F) at a sub-MIC concentration of 10 mg/l for 90 min at 37°C.** Cells were grown at the same temperature for 48 h on YEPD supplemented with calcofluor white (CFW), Congo red, sodium dodecyl sulphate (SDS) and caffeine. Aliquots of cells were applied onto the agar surface with 10-fold serial dilutions. Contains Figure A1 showing the results of cell wall inhibitors susceptibility assays for H99 cells pre-treated with FLC at 37°C. Click here for file

Additional file 3 **Figure A2 Survival of *C. neoformans *after oxidative treatment.** Exponentially growing cells were left untreated (H99) or exposed to 10 mg/l FLC (H99F) for 90 min at 37°C and then challenged with 20 mM H_2_O_2 _for 2 h. Aliquots were harvested at given time points and cell viability performed as described in Methods. Plotted values are means of three experiments. Contains Figure A2 showing the results of H_2_O_2 _susceptibility assays for H99 cells pre-treated with FLC at 37°C. Click here for file

# Supplementary material for: Genome-wide expression profiling of the response to short-term exposure to fluconazole in Cryptococcus neoformans serotype A
**Source:** BMC Microbiol. 2011 May 11;11:97. doi: 10.1186/1471-2180-11-97
**Supplement:** Additional file 1 — Table A1 Primers and fluorescent probes used in qRT-PCR. Contains Table A1 showing the qRT-PCR primers and probes.

| Primer or probe | Gene (Accession number) or BROAD ID (CNAG_*****) | Sequence | Gene location (5’-3’) |
| --- | --- | --- | --- |
| Act-1 | *ACT1* (U10867) | ACACTGTCCCCATTTACGAAGG | 482-503 |
| Act-2 | *ACT1* (U10867) | CGGCAGAAGTGGTGAAGAGG | 594-613 |
| Actpr | *ACT1* (U10867) | TexasRed-CTCCCTTCCCCACGCTATCCTCCG-BHQ2 | 507-530 |
| Afr1-1 | *AFR1* (AJ318062) | TCAAAACGAATACCGATTCTACCG | 2175-2198 |
| Afr1-2 | *AFR1* (AJ318062) | CGCCACCAGACGAGTACAAA | 2295-2314 |
| Afr1pr | *AFR1* (AJ318062) | 6FAM-TGCTGCCTTTGCCCTCGCTGCC-TAMRA | 2202-2223 |
| 747-1 | 00747 | CCCCACACCCAAGGCTCTC | 123-141 |
| 747-2 | 00747 | GAGCGGGAGAGTCAACCATCT | 275-295 |
| 747pr | 00747 | 6FAM-CTGCCTTCTCCGCCGCCGAA-TAMRA | 143-162 |
| 1858-1 | 01858 | TTGATGGAGAACGGCGGTATC | 553-573 |
| 1858-2 | 01858 | ACCTATATTTAAACCTTTGCGGTCAT | 704-729 |
| 1858pr | 01858 | 6FAM-CACTTGGTTCATTGCTGGCTCCGA-TAMRA | 671-694 |
| 2048-1 | 02048 | CCGGACTTGGTTCGTCTACG | 303-322 |
| 2048-2 | 02048 | TCCTTGGAAGGACCAGTCTCG | 552-572 |
| 2048pr | 02048 | 6FAM-CAACTGAGACTCGTCCACTTCGGCA-TAMRA | 525-549 |
| 2226-1 | 02226 | GGTTCAACGTCAGTAATCCAAGTG | 335-358 |
| 2226-2 | 02226 | ATAAATGCCTTGCTTGAGAAGAAAGAT | 592-618 |
| 2226pr | 02226 | 6FAM-TCTCCTGACCGACTCCTGGCGACG-TAMRA | 568-589 |
| 3007-1 | 03007 | AGCCTCCTTCCCACGCTATG | 170-189 |
| 3007-2 | 03007 | CTCAGCCTGAGCCCTGGC | 289-306 |
| 3007pr | 03007 | 6FAM-TGCCTCTTAGCCTCCTCTCGGTCC-TAMRA | 264-287 |
| 3204-1 | 03204 | CTACCCTACCACGGACACTGTAT | 69-91 |
| 3204-2 | 03204 | CGTATGATTCCCTGAGAGCAAACT | 187-210 |
| 3204pr | 03204 | 6FAM-ACAACACCGTCTCGCTCAACTGGA-TAMRA | 101-124 |
| 4632-1 | 04632 | CCTACAAGCACCGAAACTACTTCA | 496-519 |
| 4632-2 | 04632 | CAGGCTGCGAGAAGATTGGAC | 680-700 |
| 4632pr | 04632 | 6FAM-TACCGCCTGCTCGTGTGATTGACC-TAMRA | 653-676 |
| 3433-1 | 03433 | TTCCCCGAAACGCTTCTCATG | 74-94 |
| 3433-2 | 03433 | AAGGTGGAACTGAGGCTGACA | 267-287 |
| 3433pr | 03433 | 6FAM-CCAGTGCGGCTCCTCGTCTTCC-TAMRA | 96-117 |
| 5264-1 | 05264 | TGCCTGTTCTTTCAAACCTCATCT | 2-25 |
| 5264-2 | 05264 | TGATAGATAGACCTTGATCGCCATTC | 70-95 |
| 5264pr | 05264 | 6FAM-CCATTCCTTGCCATCGCTCACGC-TAMRA | 34-56 |
| 5602-1 | 05602 | CGCTGAGAGGGCTGGTCT | 75-92 |
| 5602-2 | 05602 | CGTACCTGTACTTGCCAGAGATTAA | 346-370 |
| 5602pr | 05602 | 6FAM-CTGTGGACAAGATGCTCGCCGCT-TAMRA | 101-123 |

Abbreviations: 6FAM, 6-carboxyfluorescein; TAMRA, 6-carboxy-*N,N,N’,N’-*tetramethylrhodamine; Texas Red, trademark product from Molecular Probes; BHQ2, Black Hole Quencer 2.

How the deposited data were processed for this re-analysis (not part of the article)

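RNA of *C. neoformans* H99 cultures grown at 30°C, untreated or exposed to 10 mg/l of FLC for 90 min, was measured on 6 one-colour Agilent arrays of 1 slide, 3 per condition. The authors deposited for each array the output of the Feature Extraction software, in which every spot has an intensity that the software had corrected for background and spatial trends, together with the raw mean and background intensity and marks for outlier, saturated and dim spots. These intensities were not scaled between arrays. The authors also deposited a table with the fold change of each gene they called, without replicate values. They describe a rank consistency filter with LOWESS normalization, which was not repeated here. They also describe scaling to the 75th percentile, discarding signals below the 20th percentile and division of each gene by its median over the samples. The last step leaves a difference between conditions on the log2 scale unchanged.

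From the array files, control spots and spots marked as outliers were left out. The log2 of the background-corrected intensity was taken relative to the 75th percentile of the gene probes of its array. Spots of the same probe were averaged, probes below the array's 20th percentile in more than 3 of the 6 arrays were removed, and the probes of a gene were averaged on the log2 scale. This kept 11005 probes of 5623 genes, 5382 of them with 2 probes and 241 with 1. Probes that were marked on all their spots left 2 gene values missing on an array. Conditions were compared with limma 3.58.1 (lmFit and eBayes with trend) in R 4.3.3, and p was adjusted by the Benjamini-Hochberg method over the genes kept. Adjusted p of single genes come from this model unless another test is named. Gene lists were tested with camera and fry of limma, adjusted over the lists of a family. Figures were drawn in Python 3.11.15.

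The lists made by product name were the ergosterol pathway, the TCA cycle, cytosolic and mitochondrial ribosomal proteins, proteasome subunits, heat shock proteins and chaperones, chitin synthases, chitin deacetylases, ABC and MFS transporters, iron uptake, aminoacyl-tRNA ligases, oxidative phosphorylation, and catalases and peroxidases. They were written as word patterns before the signals were seen, and match the product descriptions of the array files. Some of these lists hold genes of Table 1, which the study chose on these arrays, so their tests are not fully independent of that choice. The categories of Table 1 with at least 5 genes formed the other family. Genes named in the text were fixed by a rule set beforehand: every gene the paper names in its results text, in Table 1 or among the qRT-PCR targets, whose fold changes in the paper had been seen, and outside those the 5 highest and the 5 lowest log2 fold changes among responsive genes whose conditions do not overlap and whose probes go the same way. Members of the lists outside these, the genes described as capsular associated protein and CNAG_06348 were chosen after their values were seen.

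The 3 untreated and 3 FLC arrays were numbered by their position on the slide. The sources do not say which arrays come from the same culture. The precision of each value is limited by 3 arrays per condition, of which control replicate 3 scattered more than the others. The alternatives were other scalings (array median, quantile normalization), normexp background correction with an offset of 50, other filters on dim probes or none, outlier spots kept, the brighter probe alone, every probe tested on its own, the methods' t-test (their one-way ANOVA, which with 2 conditions is a t-test), limma without the trend, other thresholds, each possible pairing of the arrays, the slide row as a block, and each array left out in turn.

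The procedure was tested on simulated data, with 200 of 5623 genes changed by known amounts in each of 5 runs for the comparison of FLC with untreated arrays. All changes set were larger than 2-fold, and the other genes were left unchanged. At the threshold used, 99% to 100% of the changed genes were recovered and 0% of the calls were false. With the adjusted p alone, at most 3.38% of the calls were false. These shares do not show how genes that change by about 2-fold or less are called, because the runs held none. The qRT-PCR measurements, the experiments at 37°C and the susceptibility assays were not analysed here, nor was the GO analysis repeated.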

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

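The patterns below were found in genes the paper does not name. The tests of dim probes, of the slide column, of a faulty probe and of technical explanations for the proteasome genes, and the splits of the arrays at unadjusted p, were chosen only after the result was seen. The settings, the named-gene rule, the lists and the alternatives not said to be added later were chosen before the data were examined.

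Signal in genes the paper does not discuss. Of the 413 responsive genes, 272 are not named in the paper's text or in Table 1, 131 of them higher and 141 lower with FLC. 213 of these are in the authors' deposited table and 59 are not, and 178 are described as hypothetical proteins. The largest increases outside the genes the paper names were those of CNAG_07492 (log2 fold change 3.26, chromosome 2 from 1526263 to 1526669), CNAG_04280 (2.98, chromosome 9 from 470544 to 471937, 1 probe kept), CNAG_03461 (2.57, chromosome 8 from 1006878 to 1007802), CNAG_02701 (2.49, chromosome 3 from 968296 to 970302) and CNAG_06347 (2.47, chromosome 13 from 258632 to 259495). The largest decreases were those of CNAG_02893 (-4.32, chromosome 3 from 513969 to 515090), CNAG_01052 (-2.91, chromosome 5 from 1335891 to 1337339), CNAG_03873 (-2.71, chromosome 2 from 1057722 to 1058747), CNAG_00851 (-2.63, chromosome 1 from 2253124 to 2254143) and CNAG_00522 (-2.61, chromosome 1 from 1333015 to 1337028). All of them had an adjusted p of at most 4.5e-05 (limma), and each kept its direction and its adjusted p under 0.05 in every alternative that gave it a value. CNAG_00522 is described as a C2 domain-containing protein and the others as hypothetical or conserved hypothetical proteins. CNAG_02893 changed by -19.9-fold, the largest change of either direction among all genes kept.

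Technical explanations for the 272 genes were tested in turn. Scatter of control replicate 3 could account for part of them at most, since 217 were still responsive without that array. 135 of the 272 genes are among the dimmest 25% of the genes kept. To test noise of dim probes and the column of the slide, genes were called with limma without control replicate 1 and FLC replicate 3, which share a column, and then looked up in the difference between these 2 arrays. Of 296 genes so called outside the paper, 296 went the same way in it and 64.9% did so by at least 2-fold, against 4.69% of all genes outside the paper. Among the dimmest it was 70.0% of 140, against 9.77%. This argues against noise of dim probes and against the column alone, as far as 1 pair of arrays can show it. A faulty probe would move alone. Among genes outside the paper whose probes share no run of 20 bases, 106 passed the threshold on the first listed probe alone, and in 97.2% of these the second went the same way with an adjusted p under 0.05 (limma), against 33.8% of all such genes. This does not cover 168 of the 272 genes, 149 with probes that share such a run and the others with 1 probe kept. Their probes could move together for a shared fault, which cannot be told apart from a change of the transcript. After each array's values were corrected for the GC content of the probes, a correction added after the data were seen, 259 were still responsive. With the slide row as a block, 250 were still responsive and all kept their direction. In that fit only FLC replicate 1 shares a row with untreated arrays, so the effect rests on 1 FLC array against 3 untreated arrays. None of the other 9 splits of the 6 arrays into 3 and 3 gave a responsive gene, so 1 of the 10 splits, the real one, gave 413 with limma. At unadjusted p the others gave 0 to 1 genes of at least 2-fold change. This count alone cannot exclude chance, because 10 splits give no share under 0.1, while limma's adjusted p limits the share of chance calls among the genes. Row and column effects that add up would make control replicate 1 (row 1, column 2) read like the FLC arrays, if these agree. They lie in rows 1 and 2 and columns 1 and 2. Across genes they agreed at r = 0.994 to 0.998, against 0.929 to 0.953 between conditions. In all 413 responsive genes the untreated arrays lay outside the FLC range. This argues against such added effects, as far as 1 untreated array can show it. What stays open is an effect particular to single positions, which differ between all arrays. A probe that reads another transcript also stays open where the probes overlap or only 1 was kept. The calls come from a comparison set beforehand. That FLC itself caused them remains a hypothesis, since its alternatives were examined on the same arrays.

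Proteasome subunits. The paper does not discuss the proteasome. 16 of 16 genes described as proteasome subunits were higher with FLC, with a median log2 fold change of 0.54, camera adjusted p = 6.6e-05 and fry adjusted p = 0.00024. Camera with an estimated correlation between genes gave an unadjusted p of 0.018. 14 of them had an adjusted p under 0.05 of their own, and 1 reached the 2-fold limit. These genes are bright, so a difference between arrays that depends on brightness might move them together. Other genes of the same brightness had a median of -0.097, and none of 10000 random draws of such genes was as far from their own centre as the proteasome genes (permutation p = 0.00020, the smallest these draws can give). The median of the list was 0.53 without control replicate 3 and 0.57 with the slide row as a block, where the effect rests on FLC replicate 1. Between FLC replicate 3 and control replicate 1, which share a column, it was 0.46. Over the alternatives set beforehand it lay between 0.45 and 0.68, with adjusted p from 2.3e-07 to 0.00026. The tests argue against these technical explanations, each taken alone. The list and its test were set beforehand, and the shift of the list is a result of that test. That it is part of the response to FLC is a candidate explanation, since the technical explanations were examined afterwards on the same arrays.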

How the results depend on the processing

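The alternatives with arrays weighted by their scatter, with row 1 of the slide alone and with a correction for probe GC content were added after the result was seen, as were their tests. With the main settings 413 genes were responsive. Changing the scaling, the background correction, the treatment of outlier spots, the use of the probes or the test gave 347 to 420 genes, with every probe tested on its own at the low end and arrays scaled to their medians at the high end. Filters on dim probes moved the count more, from 331 when a probe had to reach the 20th percentile in all 6 arrays (77 of the main genes were then not tested) to 574 without a filter. The limits of signal thus decide mainly which dim genes enter. The threshold moved it most. Without a fold limit 2510 genes had an adjusted p under 0.05, 1368 higher and 1142 lower, and tested against 2-fold within limma 114 remained, 51 higher and 63 lower. Both follow from the threshold itself. The number with an adjusted p under 0.05 at any size of change was less steady than the number of responsive genes. It was 1022 with the slide row as a block, 1215 with normexp and 1584 with every probe tested on its own. It was 1630 and 1670 without FLC replicate 2 or 1, and 3359 without control replicate 3. With arrays weighted by their scatter it was 3890.

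With each array left out in turn, 392 to 445 genes were called. Without control replicate 3 it was 392, of which 356 were shared with the main genes. With arrays weighted, control replicate 3 had a weight of 0.093 and the others 0.53 to 2.83, and 366 of 413 genes were shared. With normexp 343 of 390 were shared, and both probes of a gene went the same way in 78.5% of genes instead of 84.6%. With the slide row as a block 428 genes were called and 390 shared, and in row 1 alone 372 and 343. With the correction for GC content 400 of 410 were shared. Higher genes made up 47.9% of the responsive genes and 39.0% with arrays scaled to their medians, where the median of all genes moved from 0.039 to -0.054. No paired analysis was possible because the sources used here do not say which arrays share a culture, and the replicate numbers only follow the slide. With each of the 6 possible pairings as a block, 413 genes were called every time, because the fold limit decides, and between 2131 and 2424 genes had an adjusted p under 0.05.

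Of the 25 gene lists, 9 were called by camera at the main settings and in every alternative, the ergosterol and TCA cycle lists among them, and 9 were called in none. For the others, the cause was not tested, except that lists made by product name were compared with genes of the same brightness. With quantile normalization the cytosolic ribosomal proteins were at -0.023 instead of -0.42 and lost their call (adjusted p = 0.24, with 4.8e-10 the lowest over the alternatives), the heat shock list gained one at 0.25, and the oxidative phosphorylation list reversed from -0.26 to 0.043. The oxidative phosphorylation list, whose wording also matched vacuolar ATP synthase and cytochrome b2 and b5 genes, was called with camera (adjusted p = 0.030) and fry (0.0031), while camera with an estimated correlation between genes gave an unadjusted p of 0.076. It lost the call without a filter (-0.26), with the filter on spots well above background (-0.26), with the slide row as a block (-0.18) and without control replicate 1 or FLC replicate 2. Its median ranged from -0.33 to -0.18 with an array left out, and its adjusted p from 0.0058 to 0.96 over all alternatives. With every probe tested on its own, the Table 1 lists of carbohydrate metabolism (-1.10) and cell stress (1.06) gained a call. The Table 1 list of lipid metabolism lost its call with arrays scaled to their medians (-1.13) and with the filter over all 6 arrays (-0.98). The transcription list gained one with that filter, without a filter and with spots well above background (each -1.09) and with every probe tested on its own (-1.04).

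Of the 59 single genes followed, none past its threshold reversed. *ATR1* (CNAG_04898) and CNAG_00600 lost an adjusted p under 0.05 in some alternatives, and CNAG_03433 and CNAG_02885 gained one. With the 2-fold limit, 5 responsive genes fell under it in some alternatives: *TSA3* (CNAG_06917) with arrays scaled to their medians and with normexp (0.93), *ERG7* (CNAG_01129) without control replicate 1 (0.98), *KGD2* (CNAG_03596) with quantile normalization, normexp (-0.95), the brighter probe alone and every probe tested on its own, *IDP1* (CNAG_03920) with quantile normalization, the brighter probe alone (-0.91), every probe tested on its own and without control replicate 1, control replicate 2 or FLC replicate 2, and CNAG_06338 with normexp (0.99). Those that passed it in some alternatives were *CHS2*, *FHB1*, *ATR1* and CNAG_05264. Of the genes in Table 1, 116 to 153 were responsive over 20 alternatives, and of the genes in the authors' deposited table 285 to 413. These 20 leave out the pairings and the alternatives with another fold rule, such as treat or no fold limit.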

Differences from the paper's values

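For *MAE1* (CNAG_06374, malic enzyme in the paper and malate dehydrogenase in the array files) the paper's Table 1 gives a fold change of +6.04, and the array files give -6.37 (log2 fold change -2.67, standard error 0.13). The authors' deposited table gives -6.04. Under the alternatives set before the data were examined the value lay between -6.83 and -5.86, and none of them came to the paper's sign. For *PUT1* (CNAG_02049, proline dehydrogenase) the paper's Table 1 gives a decrease of 5.74-fold, and the array files give one of 15.4-fold from the 1 probe kept. Under the alternatives that gave it a value the decrease lay between 9.30- and 18.4-fold, and all of them differed from the paper's value. The authors' deposited table gives -10.6 for CNAG_02049, and -5.74 for the adjacent gene CNAG_02048, also described as a proline dehydrogenase, where the array files give -5.72.

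Of the other fold changes of Table 1 and of the text that could be compared, none was both more than 1.5 times off the paper's value and more than the replicate SD off it under the main settings. 156 of the 157 Table 1 genes kept have the paper's direction. *AQY1* (CNAG_01742), with a fold change of 3.93 here against the paper's 2.73, was further from it without a filter (4.59). The transaldolase *TAL1* (CNAG_04025), at 3.00 in the paper, was not kept, and was at 1.53 without a filter.

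The paper counts all genes of Table 1 as changed at least 2-fold. Here 137 of 179 are responsive and 42 are not. 20 of these passed the signal filter, and 19 of the latter were called by at least 1 of 20 alternatives. The alternatives counted here leave out the pairings and those with another fold rule. Leaving out control replicate 3 called all 19 genes except *PCT1*. With arrays scaled to their medians, *ECM38*, *PCT1*, *FHB1*, *PDC1*, *PRB1*, *RCK2*, *THI20* and *AFG1* were called. With quantile normalization, *ECM38*, *PRB1*, *RCK2*, *THI20* and *AFG1* were called. With normexp, *MPH2*, *CHS2*, *ECM38*, *MET2*, *PDC1*, *AGE2* and *APP1* were called. With the slide row as a block, *ECM38*, *PCT1*, *FHB1*, *YJL216C*, *RCK2* and *AFG1* were called. With the brighter probe alone, *PCT1*, *LOT6*, *YJL216C*, *PRB1*, *PKP1* and *AFG1* were called. With the filter over all 6 arrays, *YJL216C* was called. Without a filter or with the filter on spots well above background, *PDA1* was called. Without FLC replicate 3, *ATR1*, *ECM38*, *PCT1*, *YJL216C*, *AGE2* and *AFG1* were called. Without FLC replicate 2, *FHB1*, *PDC1*, *PRB1*, *RCK2* and *THI20* were called. Without control replicate 2, *PRB1* was called. Without FLC replicate 1, *PRB1* was called. *YJL216C* is the gene CNAG_05264. The kept gene that none of the 20 alternatives called is *YBR241C* (CNAG_01059). Its adjusted p of 0.0023 (limma) passes when no fold limit is set. 22 genes were not kept, and 14 of them were called without a filter or with the filter on spots well above background, *YMR279C*, *TPO2*, *ARN2* and *FUS3* also with probes reaching the 20th percentile in at least 1 array. In all, 9 were called by none of the 20 alternatives: CNAG_01059, CNAG_04617, CNAG_00904, CNAG_00749, CNAG_04025, CNAG_02604, CNAG_01954, CNAG_01252 and CNAG_05831. The number of responsive genes, 413 against the paper's 476, was 435 with probes reaching the 20th percentile in at least 1 array and 574 without a filter. The number of genes with detected signal, 5623 against the paper's 6434, was 6754 with the filter on spots well above background.

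Of the genes in the authors' deposited table, 2 differ by more than 1 on the log2 scale from the value of the array files. CNAG_07380 has a log2 fold change of 2.06 in the authors' deposited table, while its probes, neither of them kept, had log2 fold changes of 1.06 and -1.41. CNAG_00069 has one of -2.48 in the authors' deposited table, and its probes, not kept either, had -1.05 and -1.35.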

Other observations

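The tests of patches on an array, of divergent gene pairs and of brightness for the gene lists, and those of lists without some members, were chosen only after the result was seen.

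Scatter of control replicate 3. With outlier spots left out, the repeated spots of this array scattered 3.66 times as much as those of the next highest array. Outlying spots alone thus do not account for it. Among the 52 brightest of the repeated probes the ratio was 3.51, which argues against dim signal as the cause. The difference of this array from the other untreated arrays correlated between neighbouring spots of a column at r = 0.34, against at most 0.0725 for the same difference in the other arrays. Patches or streaks on that array are a candidate explanation. Without this array 57 of the 413 calls were lost and 36 gained, genes with an adjusted p under 0.05 at any size of change went from 2510 to 3359 (against 1630 and 1670 without FLC replicate 2 or 1, and 1974 to 2248 without 1 of the others), and the responsive genes of Table 1 went from 137 to 153.

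Position on the slide. With the slide row as a block, 390 of the 413 responsive genes were called again and all kept their direction. Row 1 holds the 3 untreated arrays and FLC replicate 1, so this effect rests on 1 FLC array. It argues against the row alone as the cause, with that limit.

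Gene order. Of 5609 pairs of genes that follow each other among the genes kept, 26 had both genes responsive in the same direction, 10 higher and 16 lower. In 10000 shuffled orders the median was 15 pairs, and 95% of them gave 8 to 23 (one-sided permutation p = 0.0060, 0.0090 adjusted over 3 tests of gene order). 16 of these pairs are transcribed away from each other, 61.5% against 32.1% of all such pairs (two-sided exact binomial p = 0.0025, adjusted 0.0075). Some of them may share a region between the genes that responds to FLC. The pairs include *DUR3* (CNAG_07448) with CNAG_07450, *ERG25* (CNAG_01737) with CNAG_01736 and *CTA1* (CNAG_05256) with CNAG_05258, chosen after their values were seen. 1 pair, the proline dehydrogenases CNAG_02049 and CNAG_02048, has the same named product, and CNAG_02070 and CNAG_02069 are both described as conserved hypothetical proteins. Whether probes read a similar neighbouring gene was not tested. Among the 20 outermost genes kept at each chromosome end, 9.82% of 560 were responsive, against 7.07% of 5063 elsewhere (two-sided Fisher's exact test, p = 0.021, adjusted 0.021). Genes are not independent replicates, and these tests treat the set of calls as given.

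Chromosomes. An extra copy of a chromosome in the FLC cultures would raise its genes together. The median log2 fold change of each of the 14 chromosomes lay within 0.057 of the median of all genes, with chromosome 7 farthest from it. No shift of a whole chromosome of the size of an added copy was seen.

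Ribosomal proteins. The list of cytosolic ribosomal proteins by product name, 82 genes kept, had a median log2 fold change of -0.42 (camera adjusted p = 3.6e-07, fry 0.0097), 75 of them lower with FLC. With the correlation between genes estimated from the arrays, 0.226, camera's unadjusted p was 0.14. The wording also matched 9 genes named after subunits of the organellar or bacterial type, such as CNAG_01332, which is in the mitochondrial list too. Without these the median was -0.44 (camera unadjusted p = 3.2e-08). Slower growth in the presence of FLC might lower these transcripts. Other genes of the same brightness had a median of -0.48, as low as the list itself (permutation p = 0.074), and with quantile normalization the median of the list was -0.023. A difference between the arrays that depends on brightness is therefore a candidate explanation. It cannot be told apart from an effect on growth, because the ribosomal protein genes are among the brightest on the array. The oxidative phosphorylation list (median -0.26) also lay at the median of genes of its brightness (-0.26). Its wording also matched vacuolar ATP synthase subunits and genes for cytochrome b2, cytochrome b5 and its reductase. Without these 6 genes the median was -0.35 over 17 genes (camera unadjusted p = 0.0018).

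Further lists. Aminoacyl-tRNA ligases had a median of -0.23 with 25 of 29 lower (camera adjusted p = 0.00079, fry 0.0048, and 0.076 unadjusted with camera and an estimated correlation between genes), and genes of the same brightness had -0.068 (permutation p = 0.051), so the list does not clearly stand apart from them. Mitochondrial ribosomal proteins had a median of -0.068 over 10 genes (camera adjusted p = 0.54). The iron uptake list, -0.94 at the median, stood apart from genes of its brightness, whose median was 0.021 (permutation p = 0.00020, the smallest the draws can give). The ergosterol and TCA cycle lists also stood apart from genes of their brightness, which had medians of -0.014 and -0.11. For the chitin synthases and the MFS transporters, genes of the same brightness had medians of 0.11 and 0.17 (permutation p = 0.00060 and 0.024). The heat shock list, at 0.038, lay above genes of its brightness, at -0.29 (permutation p = 0.011), which goes with its call under quantile normalization. For the lists of mitochondrial ribosomal proteins, chitin deacetylases, ABC transporters and catalases and peroxidases, this p was at least 0.51. These p are not adjusted over the lists.

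Probes that disagree. In 831 genes the 2 probes went opposite ways at any p. In 0 of them both probes had an adjusted p under 0.05 with limma, and in 0 both had an unadjusted p under 0.05, while 1474 genes had both probes past the adjusted limit.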
